# Bezafibrate Reduces Elevated Hepatic Fumarate in Insulin-Deficient Mice

**DOI:** 10.3390/biomedicines10030616

**Published:** 2022-03-06

**Authors:** Andras Franko, Martin Irmler, Cornelia Prehn, Silke S. Heinzmann, Philippe Schmitt-Kopplin, Jerzy Adamski, Johannes Beckers, Jürgen-Christoph von Kleist-Retzow, Rudolf Wiesner, Hans-Ulrich Häring, Martin Heni, Andreas L. Birkenfeld, Martin Hrabě de Angelis

**Keywords:** bezafibrate, diabetes, fumarate, insulin resistance, lysophosphatidylcholine

## Abstract

Glucotoxic metabolites and pathways play a crucial role in diabetic complications, and new treatment options which improve glucotoxicity are highly warranted. In this study, we analyzed bezafibrate (BEZ) treated, streptozotocin (STZ) injected mice, which showed an improved glucose metabolism compared to untreated STZ animals. In order to identify key molecules and pathways which participate in the beneficial effects of BEZ, we studied plasma, skeletal muscle, white adipose tissue (WAT) and liver samples using non-targeted metabolomics (NMR spectroscopy), targeted metabolomics (mass spectrometry), microarrays and mitochondrial enzyme activity measurements, with a particular focus on the liver. The analysis of muscle and WAT demonstrated that STZ treatment elevated inflammatory pathways and reduced insulin signaling and lipid pathways, whereas BEZ decreased inflammatory pathways and increased insulin signaling and lipid pathways, which can partly explain the beneficial effects of BEZ on glucose metabolism. Furthermore, lysophosphatidylcholine levels were lower in the liver and skeletal muscle of STZ mice, which were reverted in BEZ-treated animals. BEZ also improved circulating and hepatic glucose levels as well as lipid profiles. In the liver, BEZ treatment reduced elevated fumarate levels in STZ mice, which was probably due to a decreased expression of urea cycle genes. Since fumarate has been shown to participate in glucotoxic pathways, our data suggests that BEZ treatment attenuates the urea cycle in the liver, decreases fumarate levels and, in turn, ameliorates glucotoxicity and reduces insulin resistance in STZ mice.

## 1. Introduction

In a previous study, we investigated the beneficial effect of bezafibrate (BEZ) in a rodent model of diabetes [1]. BEZ is a pan-peroxisome proliferator-activated receptor (PPAR) activator, and like many other fibrates, it is used to reduce high circulating lipid levels [2,3]. In order to evoke insulin-deficient diabetes in mice, the animals were injected with streptozotocin (STZ), which destroys the pancreatic beta cells [4]. In addition to the STZ-injected mice, a control (Con) group was also studied without STZ injections. Furthermore, half of the animals were treated with a BEZ-containing diet or received a standard diet (SD). By using these four different mouse groups, we analyzed (i) the effect of the insulin-deficient diabetic state by comparing the diabetic STZ, SD mice with the Con, SD animals and (ii) the effect of BEZ comparing STZ, BEZ mice with STZ, SD animals. This previous study showed that BEZ treatment markedly attenuated hyperglycemia, decreased plasma lipids as well as improved glucose and insulin tolerance; however, the underlying molecular mechanisms were not completely understood [1]. 

PPARα, PPARγ and PPARδ are key transcription factors regulating the gene expression of many targets, which are implicated in lipid and glucose metabolism [5]. In the context of diabetes, the activation of all three PPARs by pan-PPAR agonists is currently under intensive research [6]. In several clinical studies, PPARα activation with fibrates ameliorated anti-diabetic microvascular disorders [7]. Patients with type 2 diabetes treated with BEZ showed improved lipid profiles, however, some other parameters like albuminuria remained unchanged [8]. Although fibrate treatment does not alter all clinical endpoints [9], BEZ was shown to ameliorate several cardiovascular events in clinical studies [10]. Interestingly, in clinical studies, which investigated the consequences of BEZ treatment in patients with type 2 diabetes, BEZ treatment improved many parameters. Flory and colleagues found that patients treated with BEZ had a lower hazard for incident diabetes compared with patients who got other fibrates [11]. Furthermore, Jones and colleagues observed that in comparison with a placebo group, patients with type 2 diabetes who were treated with BEZ showed a better glucose tolerance and an improved serum lipid profile [12]. These studies suggest that BEZ has potential anti-diabetic effects, but the underlying molecular pathways remain unclear. 

In order to identify the molecular pathways which are responsible for the beneficial effects of BEZ in diabetes, the current study was set up. In this study, we investigated the gene expression and metabolite levels of emerging pathways, which may possibly help to explain the improved glucose metabolism upon BEZ application. Clinical and preclinical investigations reported that BEZ has various tissue-specific effects affecting the liver, skeletal muscle and white adipose tissue (WAT) [13,14,15]. Therefore, we performed a systematic analysis of plasma, liver, skeletal muscle and WAT samples of BEZ-treated animals. Since glucose metabolism is tightly interconnected with inflammatory and insulin signaling pathways as well as lipid and hormone metabolism [16], we studied the gene expression of these major metabolic pathways. Furthermore, comprehensive metabolite profiling was performed using targeted and non-targeted metabolomics approaches, which involved a high number of lipid species and metabolites. Among these metabolites, we finally focused on fumarate, since a high fumarate level was shown to cause glucotoxic effects in skeletal muscle and adipose tissues; however, the biological relevance of fumarate in the liver remains elusive [17,18]. Since mitochondria have a central metabolic role in insulin resistance and diabetes [19], the activities of mitochondrial enzymes were separately measured in the liver. 

## 2. Materials and Methods

### 2.1. Animal Studies

Animal studies are described in our previous article [1]. Briefly, male C57BL/6N mice received a standard diet. Twelve-week-old mice were injected with 60 mg/kg STZ, whereas control mice were not treated. Two weeks later, the BEZ group received a standard diet supplemented with 0.5% (*w*/*w*) BEZ (B7273; Sigma-Aldrich, St. Louis, MI, USA) for eight weeks, while another group remained on a standard diet (SD group). Animals were sacrificed at the age of 22 weeks. Plasma triglycerides, nonesterified fatty acids, insulin level, blood glucose, quantitative insulin sensitivity check index (QUICKI), intraperitoneal glucose and insulin tolerance tests were measured as described previously [1]. 

### 2.2. Transcriptome Analysis

The transcriptome analysis was done as described previously [1]. Briefly, total RNA was isolated, amplified and hybridized on Affymetrix Mouse Gene 1.0 ST arrays. The statistical analysis and the pathway analysis were performed as shown previously [1]. Array data were uploaded as GSE179719, GSE39752 and GSE79008 databases.

### 2.3. Targeted Metabolomics with the AbsoluteIDQ p180 Kit

Flow injection-electrospray ionization-tandem mass spectrometry (FIA-ESI-MS/MS) and liquid chromatography-electrospray ionization-tandem mass spectrometry (LC-ESI-MS/MS) were performed, and the Absolute*IDQ*^TM^ p180 Kit (BIOCRATES Life Sciences AG, Innsbruck, Austria) was applied as published previously [20]. In brief, either 10 µL of plasma or 10 µL of the freshly prepared tissue homogenate was applied to the assay. Tissue homogenate was prepared as follows: Frozen WAT, liver or skeletal muscle samples were weighted into homogenization tubes with ceramic beads (1.4 mm). For metabolite extraction, to 1 mg of frozen liver tissue, 6 µL of a dry ice-cooled mixture of ethanol/phosphate buffer were added (85/15 *v*/*v*), instead of 3 µL to 1 mg of frozen WAT or muscle tissue, respectively. Tissue samples were homogenized and supernatants were applied for metabolite measurements. Tissue metabolite concentrations are given in pmol/mg wet weight, whereas concentrations in plasma are in μM. Statistics were done with MeV using a Wilcoxon–Mann–Whitney test with a false discovery rate of 10%.

### 2.4. Nuclear Magnetic Resonance (NMR)-Based Non-Targeted Metabolomics

The non-targeted metabolomics approach of both liver and plasma samples was undertaken using NMR spectroscopy. For the aqueous metabolites of the liver, we used 50 mg liver tissue and 1 mL extracted H_2_O as the extraction solvent. Extraction was achieved by the use of ceramic beads (NucleoSpin, Macherey–Nagel, Dueren, Germany) and followed by a homogenization (3 min at 30 1/s in a TissueLyser II (Qiagen, Hilden, Germany)) and centrifugation (5 min, 13,000× *g*). An aliquot of 120 µL of the supernatant was mixed with 60 μL NMR buffer (90% D_2_O, 500 mM PO_4_ buffer with 0.1% trimethylsilyl-tetradeuteropropionic acid (TSP), pH 7.4). Plasma sample preparation consisted of mixing 60 µL of plasma with 120 µL of saline D_2_O buffer (0.9% NaCl). NMR analysis happened immediately and in a randomized order. 

NMR spectra were measured with a Bruker 800 MHz spectrometer operating at 800.35 MHz. A standard one-dimensional pulse sequence (*noesypr1d*) delivered an overview of all molecules. The acquisition parameters were as follows: water suppression irradiation during recycle delay (2 s), mixing time = 200 ms, 90° pulse = 9 μs. We collected 512 scans into 64 K data points with a spectral width of 12 ppm. Plasma samples were analyzed with a Carr–Purcell–Meiboom–Gill pulse sequence (*cpmgpr1d*) to obtain an overview of small molecules. For metabolite identification, we analyzed a representative sample of both liver extract and plasma with a series of 2-dimensional NMR analyses, as further specified in [21]. The software TopSpin 3.2 (Bruker BioSpin, Ettlingen, Germany) was used for processing, i.e., Fourier transformation, manual phasing, baseline correction and calibration to TSP (δ 0.00) for liver or β-glucose (δ 4.64), for plasma. Data were imported into Matlab software R2011b (Mathworks, Natick, MA, USA) and further processed, i.e., the water region removed and spectra normalized [22]. Principal component analysis and orthogonal projection on latent structures’ discriminant analysis were carried out to find metabolites that discriminate the disease and treatment groups. Both unsupervised and supervised analyses were carried out in Matlab and the visualization of relevant metabolites was done according to the method described in [23]. Selected metabolites were relatively quantified by the area under the curve integration. 

### 2.5. Mitochondrial Enzyme Activities

The liver tissue was homogenized in a homogenization buffer. Activities of mitochondrial respiratory chain complexes II, III and IV, as well as the tricarboxylic acid (TCA) enzymes citrate synthase, isocitrate dehydrogenase and fumarase were determined as described previously [24,25,26,27,28]. Briefly, all mitochondrial enzyme activities were measured spectrophotometrically using a Varian Cary 50 scan photometer under Vmax conditions at pH optima. For example, the activity of complex II by measuring the rate of dichlorophenol indophenol reduction triggered by succinate at 600–750 nm, the activity of complex III by measuring the activity of the antimycin-sensitive decyl ubiquinol (DUQH2) cytochrome c reductase at 550–540 nm, and the activity of complex IV by following the oxidation of reduced cytochrome c in the presence of a detergent (lauryl-maltoside) at 550–540 nm. 

## 3. Results

### 3.1. BEZ Reverted the Diabetes-Modified Gene Profile

We have previously found that BEZ treatment markedly attenuated hyperglycemia, decreased plasma lipids, and improved glucose and insulin tolerance tests in STZ-injected diabetic mice (Table 1 and [1]). 

In order to identify the key genes and their upstream regulators, which transmit the beneficial effects of BEZ, we analyzed the liver, white adipose tissue (WAT) and skeletal muscle samples of BEZ-treated mice using microarrays. 

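In visceral fat of the 18 mice, genes typical of other abdominal organs had signals that differed between arrays. The mean log2 signal of 19 pancreas genes, which encode digestive enzymes and islet hormones, was 5.66 to 6.00 in Con, SD and 5.64 to 5.85 in STZ, SD replicates 1 to 5. The mean of the same genes was 13.05 in STZ, SD replicate 6, it was 11.05, 9.22, 8.89 and 8.31 in STZ, BEZ replicates 1 to 4, and it was 5.78 in STZ, BEZ replicate 5. Cpb1 and Ctrb1, which encode a carboxypeptidase and a chymotrypsinogen, had 5.01 ± 0.11 and 6.36 ± 0.23 (mean ± SD) in Con, SD and 9.74 ± 2.64 and 11.00 ± 2.56 in STZ, BEZ. A list of 20 genes of epididymis and testis lay between 6.64 and 11.26 in Con, SD, between 5.79 and 10.97 in STZ, SD and between 5.86 and 6.41 in STZ, BEZ. Of these, Adam7 and Lcn5 averaged 10.97 and 9.78 in Con, SD and 6.41 and 6.28 in STZ, BEZ. Markers of white adipocytes were lowest in STZ, SD replicates 6, 4 and 3 (9.80, 10.91 and 11.04), compared with 11.31 to 12.08 in Con, SD and 11.92 to 12.08 in STZ, BEZ. Each array stood for 1 mouse, with 7 in Con, SD, 6 in STZ, SD and 5 in STZ, BEZ, and array medians lay between 6.76 and 6.87. Signals of 19938 genes were compared with limma in a single fit over all arrays, and a gene was taken as changed at a Benjamini-Hochberg adjusted p under 0.10. For 41 gene lists, the camera test at an adjusted p under 0.05 assumed a correlation of 0.01 between the genes of a list, and the value with a correlation estimated from the arrays is given beside it. The lists, the tests and both thresholds were set before the data were examined. The paper describes STZ at 60 mg/kg in mice of 12 weeks, 0.5% BEZ for 8 weeks and sacrifice at 22 weeks, with untreated controls. The sample labels give 65 mg/kg on 5 days at 10 to 16 weeks, controls mock-injected with citrate, 0.25 to 0.5% BEZ and an age of 5 to 6 months.

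**Figure D1:**
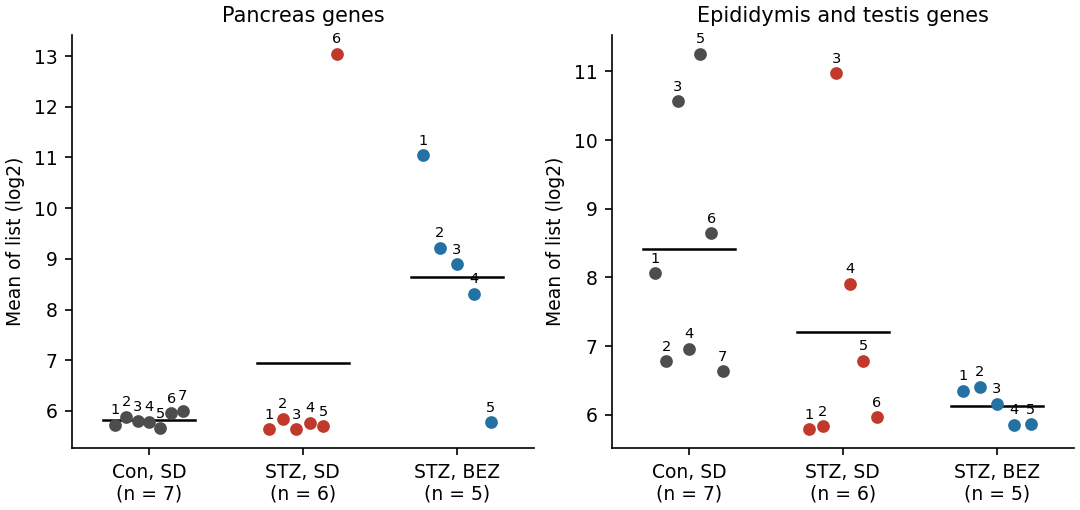
Mean log2 signal of 19 pancreas genes and of 20 genes of epididymis and testis on each array, labelled by replicate. The pancreas genes reached 13.05 in STZ, SD replicate 6, and lines mark group means.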

In the liver samples, we identified 1771 genes whose expression was significantly altered in the STZ, SD vs. Con, SD comparison, whereas, in the STZ, BEZ vs. STZ, SD comparison the expression of 3603 genes were significantly altered (Figure 1A). 

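Leptin, the hormone by which fat reports its stores, was lower in diabetic WAT: Lep dropped by 3.83 (log2, SE 0.71, adjusted p = 0.00904), from 12.15 ± 0.47 in Con, SD to 8.32 ± 2.17 in STZ, SD, and was lower in 6 of 6 mice. Mest and Sfrp5, markers of fat cell growth, fell by 3.12 and 2.49 (adjusted p = 0.0105 and 0.00710), and Rnase2a, a ribonuclease of immune cells, fell by 3.84 (adjusted p = 0.00666). Acsm3, a mitochondrial enzyme that activates medium-chain fatty acids, rose by 3.37 (SE 0.57, adjusted p = 0.00616), and Fam13a, which affects fat distribution, rose by 2.39 (adjusted p = 0.00514). Ces1f, a lipase of the carboxylesterase family, and the imprinted gene Peg3 rose by 2.00 and 1.46 (adjusted p = 0.0105 and 0.0235). Genes of the extracellular matrix, which give the tissue its scaffold, were lower in STZ, SD (median -0.58): 15 of 28 fell and 1 rose, or 21 and 4 when adjusted over the list alone (camera adjusted p = 3.23e-06, but adjusted p = 0.827 with an estimated correlation). The mean of the matrix list was lowest on STZ, SD replicates 6 and 3 (8.83 and 8.89). It was 9.27 to 9.98 on the rest of that group and 9.40 to 10.20 in Con, SD. Of the STZ, SD arrays, 5 of 6 lay below the mean of Con, SD. Col15a1 and Sparc fell by 1.72 and 0.88 (adjusted p = 0.0107 and 0.0149). Genes of cell division had a median of -0.51, and 8 of 19 fell (13 over the list alone; adjusted p = 3.23e-06, and adjusted p = 0.827 with an estimated correlation), among them Prc1 and Ccna2, by 0.88 and 0.97. Genes of skeletal muscle had a median of -0.79, and 7 of 14 fell (12 over the list alone; adjusted p = 8.67e-07, and adjusted p = 0.827 with an estimated correlation), with drops of 1.36 for Acta1 and 1.85 for Pvalb. The mean of the muscle list was 6.73 to 8.46 in Con, SD and 6.43 to 6.70 in STZ, SD. An origin in muscle taken along with the fat was not tested. In all, limma found 2063 changed genes of 19938 between STZ, SD and Con, SD (10.3%), 1161 higher and 902 lower, and 190 of them differed by more than 2-fold. The balance was not stable: at a fold of at least 1.5 it was 248 higher and 374 lower, without STZ, SD replicate 1 it was 841 and 925, and with array medians set to 0 it was 896 and 902, while without STZ, SD replicate 6 it was 1903 and 994, and on all probe sets it was 2827 and 1437 by limma and 3854 and 991 by SAM. At an unadjusted p under 0.05 there were 4043 genes, with 996.9 expected by chance. For 323 genes (1.62%, 0.117% by chance) every array of one group lay above every array of the other. Without STZ, SD replicate 2 or 4 the count was 1128 or 1193, and without Con, SD replicate 6 or 7 it was 1291 or 1187. Between STZ, BEZ and STZ, SD, 141 genes changed, of which 136 rose and 37 differed by more than 2-fold. The 5 that fell were Arrdc4 and Denn2b, an arrestin-like protein and a regulator of vesicle traffic (by 0.58 and 0.41; adjusted p = 0.0777 and 0.0526), Dstn, which takes actin filaments apart (by 0.46; adjusted p = 0.0930), Eny2 (by 0.32; adjusted p = 0.0820) and Lin7c (by 0.26; adjusted p = 0.0765). Each lost its call without 5 to 13 of the 18 arrays, with Dstn at the highest adjusted p = 0.261 (without STZ, SD replicate 4). At an unadjusted p under 0.05 there were 2036 genes, and 297 genes (1.49%, 0.433% by chance) had groups that did not overlap. The count of 141 depended on single mice: it was 18, 44 and 14 without STZ, SD replicates 2, 3 and 4, but 705 and 383 without replicates 1 and 5. It was 12, 11, 20, 14 and 35 without STZ, BEZ replicates 1 to 5, and 78 without Con, SD replicate 2. SAM on the genes gave 446 higher and 15 lower with BEZ, and a fit on only the arrays compared gave 14 and 0. With the pancreas, epididymis and liver lists as covariates, a fit chosen after the values were seen, it was 2346 higher and 1435 lower.

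**Figure D2:**
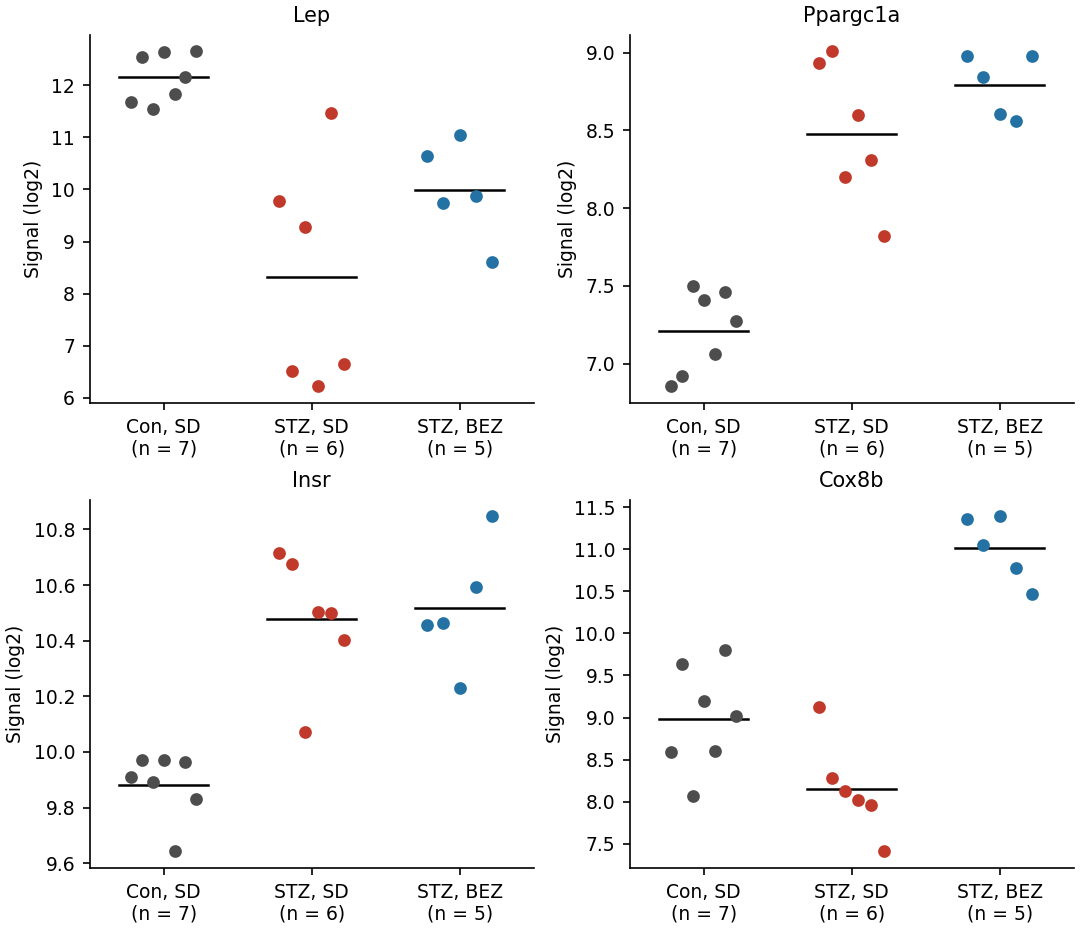
Log2 signal of Lep, Ppargc1a, Insr and Cox8b in each mouse, with lines at group means. Lep averaged 12.15 in Con, SD and 8.32 in STZ, SD, and Cox8b averaged 8.15 in STZ, SD and 11.01 in STZ, BEZ.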

In the WAT samples, there were 3448 significantly regulated genes between the STZ, SD and Con, SD groups, whereas 476 genes were significantly altered between the STZ, BEZ and STZ, SD groups (Figure 1A). In the skeletal muscle samples, we observed 4701 significantly different expressed genes in the STZ, SD vs. Con, SD comparison, whereas only 34 genes were differently expressed between the STZ, BEZ and STZ, SD groups (Figure 1A). These genes were further analyzed by the Ingenuity pathway analysis (IPA) tool with the focus of the inverse pathway (for e.g., pathways, which are upregulated in the STZ, SD vs. Con, SD comparison but are downregulated in the STZ, BEZ vs. STZ, SD comparison and vice versa) (Figure 1A). 

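Gpd1, which makes the glycerol backbone of triglycerides, fell by 1.23 in diabetic WAT (log2, SE 0.25, adjusted p = 0.0128) and rose by 1.87 with BEZ (SE 0.27, adjusted p = 0.00846). Ltc4s, the leukotriene C4 synthase, fell by 1.16 and rose by 2.11 (adjusted p = 0.0232 and 0.00846). The fatty acid carrier Fabp5 fell by 1.07 and rose by 1.48, Ucp3, a mitochondrial carrier, fell by 1.16 and rose by 1.49, and the glycogen synthase Gys2 fell by 1.63 and rose by 2.50. Mtarc1, a reductase of lipid-storing cells, and the membrane receptor Paqr9 fell by 2.52 and 2.33 and rose by 1.87 and 1.81. The paper searched the changed genes for regulators whose targets move in opposite directions in both comparisons. By limma, 29 genes changed in opposite directions: 27 were lower in STZ, SD and higher in STZ, BEZ, Arrdc4 and Eny2 rose in STZ, SD (by 0.37 and 0.31) and fell with BEZ, and 0 changed in the same direction. The 29 are 20.6% of the genes changed by BEZ, and independent lists would share 6.44 (6.15 lower then higher, 0.291 higher then lower). The STZ, SD arrays enter both comparisons, so that a chance deviation in them appears with opposite signs. In simulated groups without any change and with shared arrays, the mean number of such genes was 0.01 (highest 1), but only 0.03 genes on average were called in the second comparison there, so that few could be shared. With the 6 STZ, SD arrays split 3 and 3 between the comparisons, the median was 1 gene (0 to 40) in opposite directions and 0.5 (0 to 210) in the same direction. Across genes, which are not independent replicates, the fold changes of both comparisons correlated at -0.186, compared with -0.531 (SD 0.255) in the simulated groups and 0.0530 (-0.282 to 0.401) in the splits. The covariance was -0.0174, which exceeds the simulated -0.0242 by 0.00678. The number of 29 became 207, 3, 17, 2, 192 and 14 without STZ, SD replicates 1 to 6, and 3, 2, 3, 3 and 11 without STZ, BEZ replicates 1 to 5. Without Con, SD replicates 2, 4, 6 and 7 it was 7, 11, 11 and 8. Gpd1 and Ltc4s kept both calls without each array in turn. White adipocyte markers, of which Gpd1 is one, moved the same way (list mean lower by -0.59, then higher by 0.85; exact permutation p = 0.0921 and 0.0325) and were lowest in STZ, SD replicates 6, 4 and 3. The other genes named here lost their call with BEZ without 7 to 14 of the arrays, with Mtarc1 at the highest adjusted p = 0.280 (without STZ, BEZ replicate 1). In STZ, SD, the calls of Arrdc4, Gys2 and Fabp5 also ended, without 10, 8 and 3 of the arrays (highest adjusted p = 0.166 and 0.160 without Con, SD replicate 7, and 0.110 without STZ, SD replicate 2).

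**Figure D3:**
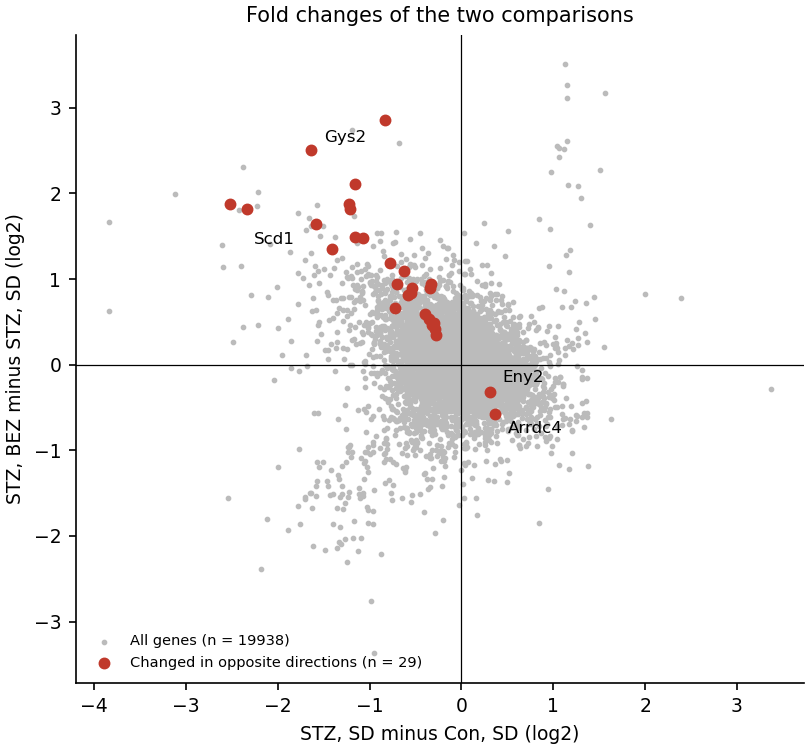
Log2 fold changes of 19938 genes in both comparisons, with the 29 genes that changed in opposite directions in red. The correlation across genes was -0.186, and the STZ, SD arrays are shared by both axes.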

The IPA upstream regulator analysis is used to identify the cascade of upstream transcriptional regulators that can explain the observed gene expression changes in a given dataset. 

**Figure 1:**
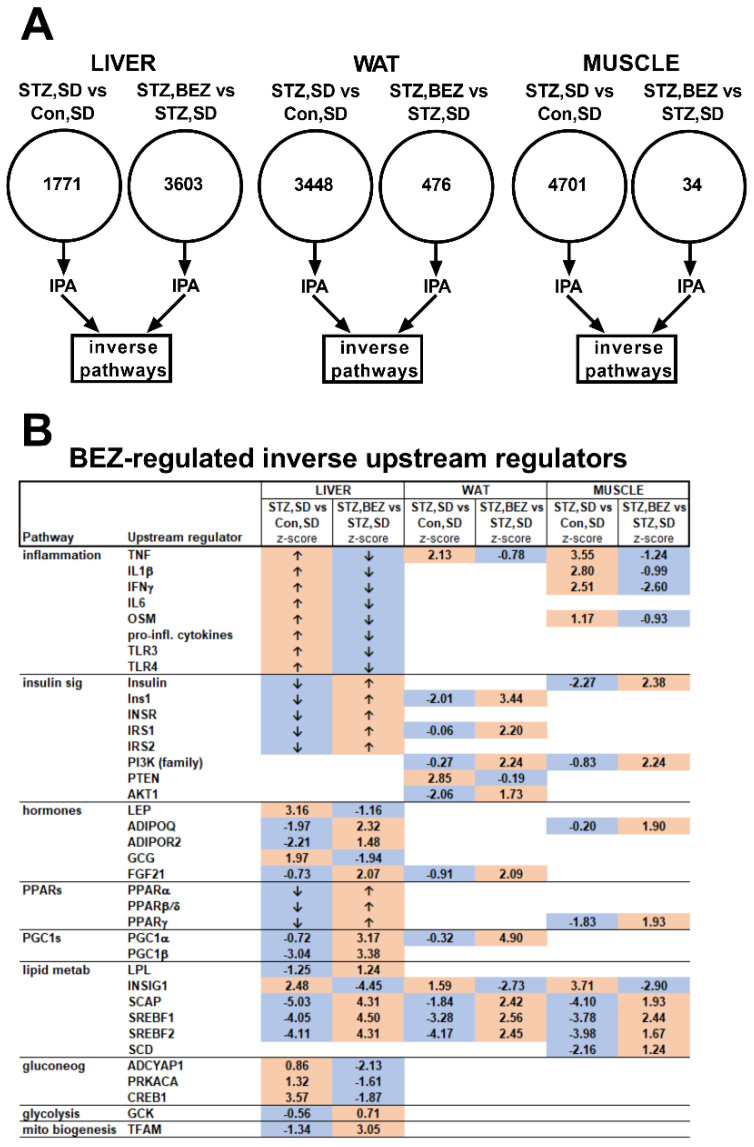
Microarray analysis in liver, white adipose tissue (WAT) and skeletal muscle samples of BEZ-treated STZ mice. (**A**) Schematic representation of microarray results. The numbers given in the circles depict the number of significantly differently expressed genes comparing STZ, SD vs. Con, SD as well as STZ, BEZ vs. STZ, SD, respectively. The statistical analysis was performed using significance analysis of microarrays algorithm with FDR of 10%. Upstream regulator tool of ingenuity pathway analysis (IPA) was applied on these significant genes with the focus on inverse pathways, *n* = 5–7. (**B**) Inverse upstream regulator pathways of IPA analysis between STZ, SD vs. Con, SD as well as STZ, BEZ vs. STZ, SD comparisons. Numbers and arrows denote z-scores of upstream regulator IPA pathways. The z-scores > 0 represent activated, whereas z-scores < 0 represent inhibited pathways. Values > 2 or <−2 indicate significant results, whereas values between −2 and 2 depict trends. “↑” or “↓” arrows show activated or inhibited upstream regulators described in [1] and the publisher granted permission to reuse the data. Orange or blue colors indicate activated or inhibited pathways, respectively. The theoretical order of the identified pathways, which are possibly involved in insulin sensitivity, glucose and lipid metabolism, are shown in Figure 2. Abbreviations: TNF: tumor necrosis factor, IL: interleukin, IFN: interferon, OSM: oncostatin M, pro-inf: pro-inflammatory, TLR: toll-like receptor, Ins1: insulin 1, INSR: insulin receptor, IRS: insulin receptor substrate, PI3K: phosphatidylinositol-4,5-bisphosphate 3-kinase, PTEN: phosphatase and tensin homolog, AKT: AKT serine/threonine kinase, LEP: leptin, ADIPOQ: adiponectin, ADIPOR: adiponectin receptor, GCG: glucagon, FGF: fibroblast growth factor, PPAR: peroxisome proliferator-activated receptor, PGC: peroxisome proliferator-activated receptor gamma coactivator, LPL: lipoprotein lipase, INSIG: insulin-induced gene, SCAP: SREBF chaperone, SREBF: sterol regulatory element-binding transcription factor, SCD: stearoyl-CoA desaturase, ADCYAP1: adenylate cyclase activating polypeptide 1, PRKACA: protein kinase A, CREB: cAMP response element-binding protein, GCK: glucokinase, TFAM: mitochondrial transcription factor A.

The upstream regulator IPA analysis showed that the inflammatory upstream regulators TNF, IL1β and IFNγ were activated in the diabetic state, but got reverted upon BEZ treatment (Figure 1B). 

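Chemokines that attract monocytes were lower in diabetic WAT: Ccl2 and Ccl7 fell by 1.19 and 1.22 (log2, SE 0.29 and 0.28, adjusted p = 0.0263 and 0.0197) in STZ, SD compared with Con, SD. Nfkbia, an inhibitor that NF-kB itself induces, rose by 0.86 (SE 0.23, adjusted p = 0.0347). Tnf, Il1b and Ifng, the cytokines themselves, had differences of -0.31, 0.09 and 0.10 (adjusted p = 0.226, 0.693 and 0.347), and of 0.08, -0.17 and -0.04 with BEZ (adjusted p = 0.919, 0.657 and 0.895). Without STZ, SD replicate 6, Tnf was lower in STZ, SD (by -0.38, adjusted p = 0.0979). Of these cytokines, Figure 1B lists TNF for WAT. Of 38 genes that TNF and NF-kB induce, 1 rose and 2 fell in STZ, SD, with the same numbers over the list alone. Their median was -0.00417, their mean -0.04 and the sign of the camera test positive (adjusted p = 0.873). With BEZ, limma called 0 of the 38 (2 by SAM, 3 at an unadjusted p under 0.05, 2 higher over the list alone), with a median of 0.00788, a mean of -0.00539 and a negative camera test (adjusted p = 0.691). Genes that interferon induces were higher in STZ, SD (median 0.20): 9 of 37 rose, or 11 over the list alone (camera adjusted p = 3.38e-04, but adjusted p = 0.827 with an estimated correlation). Irgm1, a GTPase against intracellular microbes, rose by 0.66 (SE 0.11, adjusted p = 0.00645), and Tap1 and Psmb8, which prepare peptides for antigen presentation, rose by 0.56 and 0.67 (adjusted p = 0.0204 and 0.0345). The list mean was higher by 0.21, with an exact permutation p = 0.132 over 1716 splits. With BEZ the median was -0.06, and limma called 0 of 37 (0 by SAM, 3 at an unadjusted p under 0.05, 0 over the list alone; camera adjusted p = 0.0851). The interferon list was called lower with BEZ without STZ, SD replicate 3, 4 or 6 (adjusted p = 0.00294, 0.0487 and 0.0204) and without STZ, BEZ replicate 1 (adjusted p = 0.0474). Macrophage markers had a median of -0.18 in STZ, SD (adjusted p = 0.0745) and of 0.30 with BEZ, where 0 of 27 were called by limma (0 by SAM, 5 at an unadjusted p under 0.05, 0 over the list alone). The camera adjusted p with BEZ was 9.80e-04, or adjusted p = 0.590 with an estimated correlation and 0.0513 without STZ, SD replicate 6. Markers of T and NK cells had a median of 0.14 in STZ, SD, and 2 of 22 rose (2 over the list alone; adjusted p = 0.0194, and adjusted p = 0.872 with an estimated correlation). With BEZ their median was -0.13 (adjusted p = 0.0310, and adjusted p = 0.693 with an estimated correlation), with 0 of 22 called by limma, by SAM, over the list alone or at an unadjusted p under 0.05. Without STZ, SD replicate 6, where the pancreas genes were highest, both T and NK cell differences changed sign (adjusted p = 0.819 and 0.308). Over all arrays, Tnf, Il1b and Ifng themselves passed the threshold in neither comparison.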

Upstream regulators, which are involved in insulin signaling (for e.g., insulin, IRS1, PI3K) were inhibited in the diabetic animals but were activated in the BEZ group (Figure 1B). 

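Single genes of insulin signalling differed in diabetic WAT, in both directions. Phlda3, which keeps Akt from the membrane, and Grb14, which blocks the active insulin receptor, fell by 1.60 and 1.38 (log2, SE 0.30 for both, adjusted p = 0.00981 and 0.0158) in STZ, SD compared with Con, SD. Insr rose by 0.59 (SE 0.11, adjusted p = 0.00784), from 9.88 ± 0.12 to 10.48 ± 0.23, and was higher in 6 of 6 mice. Rictor, a part of the kinase complex that activates Akt, rose by 0.48 (adjusted p = 0.0228). Irs1, Irs2, Pik3ca and Pik3r1, which carry the signal from the receptor onward, had differences of 0.81, 0.24, 0.13 and 0.30 (adjusted p = 0.131, 0.405, 0.559 and 0.462). Without STZ, SD replicate 3 or 6, Irs1 was higher (by 0.97 and 1.11, adjusted p = 0.0624 and 0.0113), as it was by SAM over all arrays, and without replicate 6 so was Pik3r1 (adjusted p = 0.0628). Akt1 differed by 0.22 (adjusted p = 0.209; 0.0778 without STZ, SD replicate 3). For WAT, Figure 1B lists Ins1, IRS1, the PI3K family and AKT1 among the regulators, inferred from their targets. Of 29 genes of insulin signalling, 3 rose and 3 fell in STZ, SD, or 6 and 5 over the list alone. Their median was 0.01, their mean -0.03 and the camera test positive (adjusted p = 0.881). Genes that FOXO factors induce when insulin is low had a median of 0.24 in STZ, SD: 7 of 23 rose and 2 fell, or 11 and 3 over the list alone (adjusted p = 0.00334, but adjusted p = 0.827 with an estimated correlation). Genes of glucose uptake and glycolysis had a median of -0.37: 5 of 19 fell and 1 rose, or 8 and 1 over the list alone (adjusted p = 0.00898, but adjusted p = 0.827 with an estimated correlation, and 0.240 without STZ, SD replicate 6). With BEZ, 22 of the 29 insulin signalling genes had a positive difference (median 0.18), and the list was called higher (camera adjusted p = 5.73e-04, but adjusted p = 0.427 with an estimated correlation). Of its genes 1 was called, or 5 over the list alone: Akt2, the Akt form that governs glucose uptake in fat, rose by 0.72 (SE 0.18, adjusted p = 0.0972). Irs1 and Pik3r1 had differences of 0.40 and 0.30 with BEZ (adjusted p = 0.759 and 0.711), while Insr and Akt1 had 0.04 and -0.13 (adjusted p = 0.948 and 0.753). The call of Akt2 ended without 13 of the 18 arrays, with adjusted p = 0.255 without STZ, BEZ replicate 1 as the highest. The FOXO list had a median of 0.11 with BEZ (adjusted p = 0.0851; 0 of 23 called by limma, 2 by SAM, 8 at an unadjusted p under 0.05, 2 over the list alone). Glycolysis genes had a median of 0.49, and the list was higher with BEZ (adjusted p = 2.94e-06, but adjusted p = 0.257 with an estimated correlation), although limma called 0 of 19 (1 by SAM, 11 at an unadjusted p under 0.05, 10 higher and 1 lower over the list alone). White adipocyte markers were higher on the same arrays (list mean by 0.85, exact permutation p = 0.0325). Without STZ, SD replicates 3 and 6, a fit chosen after the values were seen, insulin signalling had a median of 0.07 with BEZ and was not called (camera adjusted p = 0.139). The glycolysis median was then 0.28 (camera adjusted p = 1.33e-04).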

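Ppargc1a, the gene of PGC1α, was higher in diabetic WAT: it rose by 1.27 (log2, SE 0.17, adjusted p = 0.00514), from 7.21 ± 0.27 in Con, SD to 8.48 ± 0.46 in STZ, SD, and was higher in 6 of 6 mice. Nrf1, which acts with PGC1α on nuclear genes of mitochondria, rose by 0.38 (SE 0.09, adjusted p = 0.0223). Ppargc1b had a difference of 0.37 (adjusted p = 0.153; adjusted p = 0.0661 without STZ, SD replicate 3). Adipoq, which encodes adiponectin, and Fgf21 had differences of -0.10 and 0.13 (SE 0.23 and 0.18, adjusted p = 0.862 and 0.761), and the Fgf21 signal of 5.91 ± 0.12 in Con, SD lay below the array medians. Ppara, Ppard and Pparg had differences of 0.42, -0.14 and -0.24 (adjusted p = 0.126, 0.467 and 0.775), and Ppara was higher without STZ, SD replicate 3 or 6 (adjusted p = 0.0346 and 0.0988). SAM called Ppargc1b and Ppara higher in STZ, SD over all arrays. After BEZ, Ppargc1a differed from STZ, SD by 0.32, Ppargc1b by 0.04, Adipoq by 0.54 and Fgf21 by -0.10 (adjusted p = 0.626, 0.968, 0.480 and 0.924). Ppara, Ppard and Pparg differed by 0.48, 0.08 and 0.70 (adjusted p = 0.320, 0.866 and 0.597). Of these regulators, Figure 1B lists FGF21 and PGC1α for WAT. Targets of the PPARs, which break down and store fatty acids, were higher with BEZ as a group. Of 33 such genes 30 had a positive difference (median 0.67), 5 rose, or 20 over the list alone (camera adjusted p = 3.23e-14, but adjusted p = 0.105 with an estimated correlation). Acaa1b, a thiolase of peroxisomes, and Slc25a20, which brings acylcarnitines into mitochondria, rose by 1.28 and 1.21 (SE 0.23 and 0.26, adjusted p = 0.0403 and 0.0642). The list mean was higher by 0.67, with an exact permutation p = 0.00433 over 462 splits, while that of white adipocyte markers was higher by 0.85 on the same arrays. STZ, BEZ replicate 5, where liver genes were highest, stood apart for the PPAR targets, at 10.11 compared with a median of 9.39 for the others of its group. In STZ, SD compared with Con, SD, 4 of the 33 rose and 3 fell (4 and 4 over the list alone), with a median of -0.00998, a mean of -0.03 and a positive camera test (adjusted p = 0.903). The call of Acaa1b ended without STZ, SD replicate 2 or 4 or STZ, BEZ replicate 2 or 4, and that of Slc25a20 without 8 of the 18 arrays (highest adjusted p = 0.138 and 0.185, both without STZ, BEZ replicate 2). Genes of mitochondrial biogenesis were higher in STZ, SD (median 0.17): 5 of 18 rose, or 7 over the list alone (adjusted p = 3.03e-05, but adjusted p = 0.827 with an estimated correlation). With BEZ their median was 0.14 (adjusted p = 0.0199, and adjusted p = 0.590 with an estimated correlation), and limma called 0 of 18 (3 by SAM, 5 at an unadjusted p under 0.05, 5 over the list alone). Adipokines and hormone receptors had a median of -0.09 in STZ, SD, with 2 of 25 higher and 6 lower (3 and 7 over the list alone; adjusted p = 0.442). With BEZ their median was 0.27 (adjusted p = 7.14e-04, but adjusted p = 0.478 with an estimated correlation), and limma called 0 of 25 (1 by SAM, 9 at an unadjusted p under 0.05, 0 over the list alone).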

The diabetic state was characterized by inhibited hormonal (adiponectin and FGF21), transcriptional factor (PPARs) and transcriptional factor coactivator (PGC1α/β) upstream regulators, and BEZ activated these upstream regulators (Figure 1B). Furthermore, BEZ reverted the upstream regulators, which are participating in lipid metabolism (Figure 1B). 

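Several genes that build fatty acids and triglycerides were lower in diabetic WAT. Fasn, which makes palmitate, fell by 1.64 (log2, SE 0.38, adjusted p = 0.0206), from 12.51 ± 0.34 in Con, SD to 10.87 ± 1.07 in STZ, SD, and was lower in 6 of 6 mice. Scd1 and Scd2, desaturases, fell by 1.58 and 1.63 (SE 0.31 and 0.37, adjusted p = 0.0112 and 0.020), and Dgat2, which completes triglycerides, fell by 1.66 (SE 0.35, adjusted p = 0.0149). Of 26 targets of SREBF1 and ChREBP, 11 fell and 1 rose, or 15 and 2 over the list alone, with a median of -0.64 (camera adjusted p = 8.49e-06, but adjusted p = 0.827 with an estimated correlation). Sterol synthesis, the domain of SREBF2, had a median of -0.49, and 8 of 20 genes fell, or 14 over the list alone (adjusted p = 2.51e-07, but adjusted p = 0.827 with an estimated correlation). Sc5d and Fdps, both enzymes of cholesterol synthesis, fell by 1.08 and 0.95 (adjusted p = 0.0164 and 0.0139), and Mvk fell by 0.48 (adjusted p = 0.0320). With BEZ, Scd1 rose by 1.65 (SE 0.34, adjusted p = 0.0621), to 13.68 ± 0.11 compared with 13.61 ± 0.05 in Con, SD. Srebf1, the regulator itself, rose by 0.93 (SE 0.21, adjusted p = 0.0765), and Slc25a1, which exports citrate for fat synthesis, rose by 1.14 (SE 0.26, adjusted p = 0.0765). Fasn differed by 1.62 (adjusted p = 0.120; 0.0221 and 0.0533 without STZ, SD replicate 1 or 5). The fatty acid synthesis list was higher with BEZ (median 0.93): 24 of 26 genes had a positive difference, 3 rose, or 20 over the list alone (camera adjusted p = 6.23e-16, but adjusted p = 0.162 with an estimated correlation). The sterol list had a median of 0.24 (adjusted p = 0.00498, but adjusted p = 0.590 with an estimated correlation), and limma called 0 of 20 (1 by SAM, 8 at an unadjusted p under 0.05, 2 over the list alone). That call ended without STZ, SD replicate 6 or STZ, BEZ replicate 1 (adjusted p = 0.0887 and 0.0872). The calls with BEZ ended without 7 arrays for Scd1 and without 11 each for Srebf1 and Slc25a1, with highest adjusted p = 0.185, 0.233 and 0.225. For WAT, Figure 1B lists INSIG1, SCAP, SREBF1 and SREBF2 as regulators. Srebf2 itself and Scap and Insig1, which release or hold the SREBF proteins, had differences of -0.03, -0.13 and -0.84 in STZ, SD (adjusted p = 0.938, 0.723 and 0.123), and of -0.14, -7.75e-04 and 0.73 with BEZ (adjusted p = 0.811, 1.00 and 0.479). Insig1 was lower in STZ, SD by SAM, and by limma without Con, SD replicate 1 or 3 or STZ, BEZ replicate 1 (adjusted p = 0.0466, 0.0923 and 0.0905). Of 9 genes of this machinery, limma called 0 in STZ, SD (1 by SAM, 2 at an unadjusted p under 0.05, 1 higher and 1 lower over the list alone; median -0.13, adjusted p = 0.614). With BEZ, 1 rose (2 over the list alone), with a median of -7.75e-04, a mean of 0.26 and a positive camera test (adjusted p = 0.242). Lpl, which frees fatty acids from lipoproteins, had differences of -0.62 and 0.64 (adjusted p = 0.163 and 0.423). Under 2 of 27 alternatives Lpl was called lower in STZ, SD (lowest adjusted p = 0.0715). White adipocyte markers moved the same way on these arrays, with a list mean lower by -0.59 in STZ, SD and higher by 0.85 with BEZ (exact permutation p = 0.0921 and 0.0325).

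**Figure D4:**
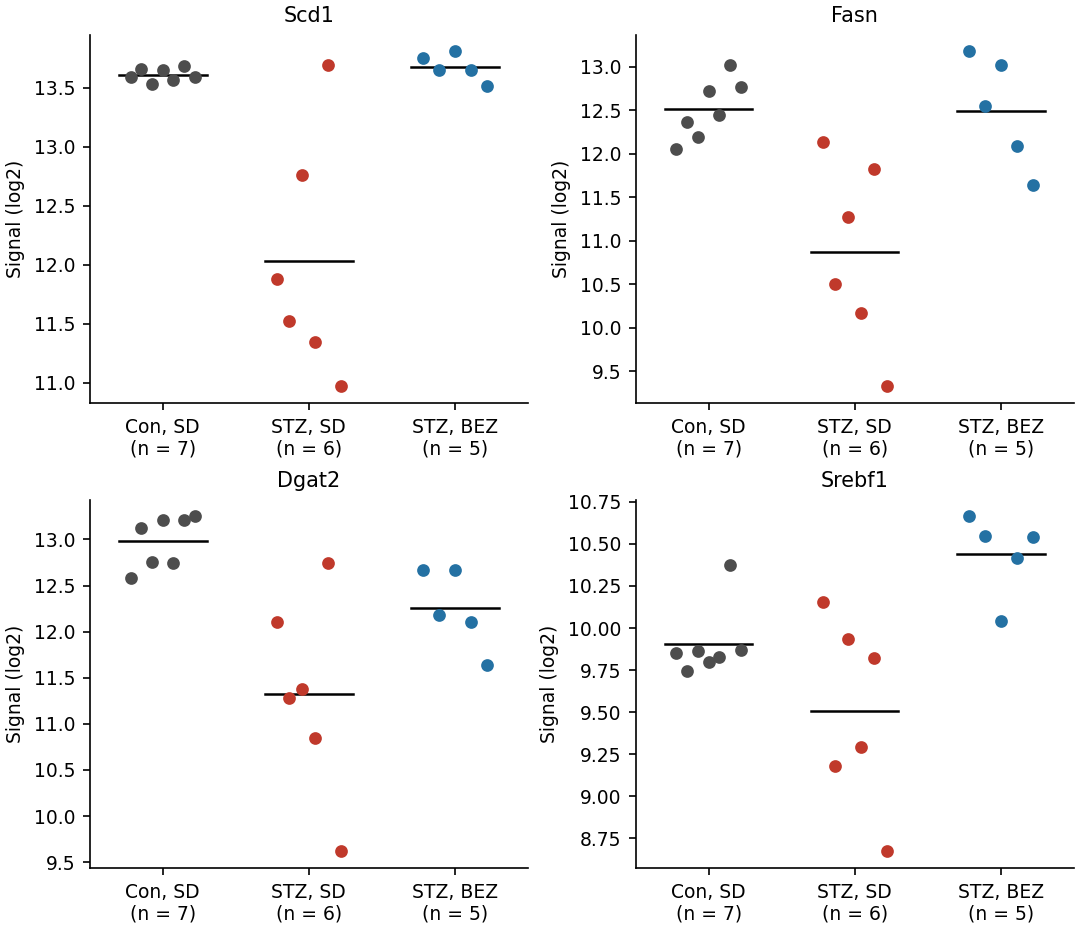
Log2 signal of Scd1, Fasn, Dgat2 and Srebf1 in each mouse, with lines at group means. Scd1 averaged 13.61 in Con, SD, 12.03 in STZ, SD and 13.68 in STZ, BEZ.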

In the liver, BEZ inhibited gluconeogenic upstream regulators, which became activated in the diabetic state. Furthermore, BEZ activated TFAM, which is considered to be a key factor during mitochondrial biogenesis (Figure 1B). These results suggest that BEZ attenuates the gene expression of inflammatory and gluconeogenic genes and induces the expression of genes regulating insulin signaling, PPARs, PGCs and lipid metabolism. 

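Cox8b, a subunit of cytochrome c oxidase found in muscle and thermogenic fat, rose 7.27-fold with BEZ in WAT (log2 2.86, SE 0.31, adjusted p = 7.93e-04), from 8.15 ± 0.56 in STZ, SD to 11.01 ± 0.39 in STZ, BEZ. Arxes1, an adipocyte gene under PPARγ control, rose by 2.59 (SE 0.40, adjusted p = 0.0107), and Cidea, which coats lipid droplets, rose by 1.65 (SE 0.35, adjusted p = 0.0641). Of 18 genes of brown and thermogenic adipocytes, 3 rose, or 8 over the list alone (median 0.48; camera adjusted p = 2.94e-06, but adjusted p = 0.0528 with an estimated correlation). In STZ, SD compared with Con, SD, 1 of these 18 rose and 3 fell, with the same numbers over the list alone (median -0.02, adjusted p = 0.881), and Cox8b fell by 0.84 (adjusted p = 0.0917). Genes of skeletal muscle moved in the same directions as Cox8b, with medians of -0.79 in STZ, SD and 0.28 with BEZ. Their camera adjusted p was 8.67e-07 and 0.00476, but 0.827 and 0.590 with an estimated correlation. Without each array in turn, Cox8b and Arxes1 kept their calls with BEZ (highest adjusted p = 0.00582 and 0.0542, both without STZ, BEZ replicate 1). The call of Cidea ended without STZ, SD replicate 2 or 3 or any of the 5 STZ, BEZ replicates (highest adjusted p = 0.185, without STZ, BEZ replicate 2), and the fall of Cox8b in STZ, SD ended without 13 of the 18 arrays (highest adjusted p = 0.181, without Con, SD replicate 6). White adipocyte markers had a median of -0.43 in STZ, SD, where 4 of 24 fell (4 over the list alone; adjusted p = 4.51e-04, but adjusted p = 0.872 with an estimated correlation, and 0.321 without STZ, SD replicate 6). Npr3, a receptor that clears natriuretic peptides, fell by 2.61 (SE 0.57, adjusted p = 0.0160). With BEZ the markers had a median of 0.79, and 24 of 24 differences were positive, but 1 gene was called, or 20 over the list alone (adjusted p = 7.48e-15, and adjusted p = 0.269 with an estimated correlation). The mean of the markers was lower by -0.59 in STZ, SD (exact permutation p = 0.0921) and higher by 0.85 with BEZ (exact permutation p = 0.0325). Genes of lipolysis and triglyceride storage, of which 10 are also among these markers, had a median of -0.46 in STZ, SD (5 of 22 lower, 7 over the list alone; adjusted p = 0.00358, but adjusted p = 0.872 with an estimated correlation, and 0.277 without STZ, SD replicate 6). With BEZ their median was 0.85, and 3 of 22 rose, or 20 over the list alone (adjusted p = 4.81e-17, but adjusted p = 0.162 with an estimated correlation). From the inverse regulators, the paper proposes that BEZ attenuates inflammatory genes and induces those of insulin signaling, PPARs, PGCs and lipid metabolism. In WAT, PPAR targets, fat synthesis, thermogenic genes and insulin signalling were higher with BEZ by camera at the preset correlation but not with an estimated one (adjusted p = 0.105, 0.162, 0.0528 and 0.427), on arrays where the adipocyte markers were higher as well, and the TNF targets were not called.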

The strongest change in the upstream regulators was observed in the liver, however, the data indicate that WAT and skeletal muscle are also important BEZ target tissues. 

### 3.2. BEZ Increased Levels of Lysophosphatidylcholines (lysoPC)

In order to determine pivotal lipid metabolites, which may possibly regulate the effect of BEZ, a targeted metabolomics approach was applied. This analysis also included the class of lysoPCs, which are linked to glucose and insulin metabolism [29,30]. Between the STZ, SD vs. Con, SD and STZ, BEZ vs. STZ, SD comparisons, 54, 72 and 37 common metabolites which significantly changed were identified in the plasma, liver and skeletal muscle samples, respectively (ref. [1], Tables S1 and S2, Figure 3A). Among these, 52, 66 and 37 metabolites showed “inverse” regulation (e.g., increased level in the STZ, SD vs. Con, SD comparison and decreased level in the STZ, BEZ vs. STZ, SD comparison or vice versa, i.e., a reverting effect of BEZ on changes due to STZ) in the plasma, liver and skeletal muscle samples, respectively (Figure 3A). Since we were interested in common significantly changed inverse metabolites, which are similarly altered in plasma, liver and skeletal muscle, these common metabolites were further analyzed (Figure 3B,C). In the WAT, our analysis did not identify any significant metabolite changes (Table S3). 

The analysis of common significantly changed metabolites showed that the diabetic state was associated with a reduced level of lysoPCs in the plasma, liver and skeletal muscle samples, and BEZ reverted these changes (Figure 3C), suggesting that BEZ regulates lysoPC levels. Since the alterations of the lysoPC profile in skeletal muscle and liver reflected the changes in plasma, these results indicate that skeletal muscle and liver are major sources for plasma lysoPCs. 

### 3.3. BEZ Improved the Circulating Lipid Profile and Reduced Hepatic Fumarate

Compared to targeted metabolomics, non-targeted metabolomics measures metabolites without prior selection and possibly captures additional metabolites. In order to further investigate possible metabolites, which could explain the effect of BEZ, we used a non-targeted metabolomics approach. BEZ reduced glucose levels in plasma and in the liver (Figure 4A,F), decreased plasma VLDL + LDL lipids, increased HDL lipid levels in STZ, BEZ vs. STZ, SD comparison (Figure 4B,C) and reduced overall lipid levels in the liver (Figure 4G). In STZ, BEZ animals’ creatine levels were diminished in plasma and liver (Figure 4D,H). Elevated hepatic glycogen, lactate and fumarate levels in STZ, SD mice were reduced in STZ, BEZ animals (Figure 4I–K). Furthermore, BEZ decreased pyruvate levels in plasma and increased hepatic succinate levels in STZ, BEZ animals (Figure 4E,L). These data demonstrate that the major metabolites, which are regulated by BEZ, are lipids and mitochondrial metabolites. 

### 3.4. BEZ Altered Hepatic Mitochondrial Enzyme Activities and Reduced Fumarase Activity 

Since some metabolites originating from mitochondrial activity were significantly changed in the liver of BEZ-treated animals, we focused on hepatic mitochondrial enzyme activities. The activity of citrate synthase was elevated in BEZ-treated animals while the activity of isocitrate dehydrogenase remained unchanged (Figure 5A,B). BEZ treatment modified the activities of mitochondrial Complex II, III and IV (Figure 5C–E). In STZ, SD mice, fumarase activity was increased, and was reduced in the STZ, BEZ animals (Figure 5F). These results show that BEZ alters the activities of mitochondrial enzymes. 

### 3.5. BEZ Reduced the Hepatic Transcripts of Urea Cycle Genes 

Various biochemical pathways are involved in the production of intracellular fumarate levels. In addition to the mitochondrial TCA cycle, the urea cycle is also a possible source. Therefore, we analyzed the hepatic transcript levels of urea cycle enzymes. Among the six analyzed genes, the transcript level of Cps1, Ass1, Asl and Arg1 were significantly elevated in STZ, SD mice compared to Con, SD animals (Figure 6A–F), while transcripts of all six urea cycle genes were significantly reduced in the STZ, BEZ mice (Figure 6A–F). The schematic summary of the urea cycle with the observed transcript changes is depicted in Figure 6G.

In summary, BEZ altered the gene expression profile in the liver, skeletal muscle and WAT, suggesting attenuated inflammatory pathways, enhanced insulin signaling, as well as induced lipid oxidation and synthesis (Figure 2).

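The respiratory chain and beta oxidation had higher transcript levels with BEZ in WAT. The 59 genes of oxidative phosphorylation, which encode the respiratory chain, averaged 10.46 ± 0.11 in Con, SD, 10.43 ± 0.19 in STZ, SD and 10.85 ± 0.07 in STZ, BEZ. With BEZ, 58 of 59 differences were positive (median 0.41) and 20 genes rose, or 57 over the list alone (camera adjusted p = 3.67e-48, but adjusted p = 0.0561 with an estimated correlation). Cyc1 and Cycs, which pass electrons to oxygen, rose by 0.84 and 0.52 (log2, SE 0.14 and 0.09, adjusted p = 0.0254 and 0.0286), and Cox6a1 rose by 0.65 (adjusted p = 0.0501). The 21 genes of beta oxidation, which shorten fatty acids, averaged 9.91 ± 0.28, 9.97 ± 0.42 and 10.68 ± 0.06 in the same order. With BEZ all 21 differences were positive (median 0.70) and 8 rose, or 18 over the list alone (adjusted p = 9.93e-22, but adjusted p = 0.105 with an estimated correlation). Hadha, the trifunctional enzyme subunit, rose by 0.72 (SE 0.11, adjusted p = 0.0107), and the dehydrogenases Acadvl, Acads and Hadh rose by 1.07, 1.24 and 0.73 (adjusted p = 0.0354, 0.0594 and 0.0641). The list means rose by 0.43 and 0.72, each with an exact permutation p = 0.00649 over 462 splits. The tricarboxylic acid cycle, which burns the acetyl-CoA that beta oxidation yields, had a median of 0.58 with BEZ, and 5 of 23 genes rose, or 22 over the list alone (adjusted p = 9.71e-23, but adjusted p = 0.105 with an estimated correlation). Idh3a, Cs and Mdh2 rose by 1.17, 0.92 and 0.71 (adjusted p = 0.0621, 0.0653 and 0.0653), and the pyruvate carrier Mpc1 rose by 0.90 (adjusted p = 0.0621) after a fall of -0.54 in STZ, SD (adjusted p = 0.0683, or 0.153 without STZ, SD replicate 4). Peroxisome genes had a median of 0.48, and 2 of 28 rose, or 20 over the list alone (adjusted p = 7.58e-16, but adjusted p = 0.162 with an estimated correlation), among them Ech1, by 0.68 (adjusted p = 0.0765). In STZ, SD compared with Con, SD, 2 of the 59 respiratory genes rose and 3 fell (1 and 3 over the list alone; median -0.05, adjusted p = 0.824), and without STZ, SD replicate 1 the list was called lower (adjusted p = 0.00959). Of the 21 beta oxidation genes 1 fell (1 over the list alone; median 0.07, adjusted p = 0.437), and of the 23 tricarboxylic acid genes 1 rose and 1 fell (the same over the list alone; median -0.03, adjusted p = 0.970). For peroxisomes limma called 0 of 28 (2 by SAM, 3 at an unadjusted p under 0.05, 0 over the list alone; median -0.09, adjusted p = 0.681). Of the genes named here, Hadha kept its call with BEZ without each array in turn (highest adjusted p = 0.0542, without STZ, BEZ replicate 1). Cyc1 lost its call without STZ, BEZ replicate 1 (adjusted p = 0.109) and Cycs without STZ, BEZ replicate 1 or 2 (highest adjusted p = 0.128). Over all 29 alternatives for Cycs, its call ended under 5. Its lowest difference there was 0.24 and its highest adjusted p = 0.596. The other genes named here lost their call without 4 to 11 of the arrays, always including STZ, BEZ replicate 2 and STZ, SD replicate 4 (highest adjusted p = 0.22, for Ech1). The paper infers induced lipid oxidation together with induced synthesis, and regards futile lipid cycling as conceivable. In WAT, transcripts of both sides moved upward with BEZ, and so did the adipocyte markers on the same arrays.

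**Figure D5:**
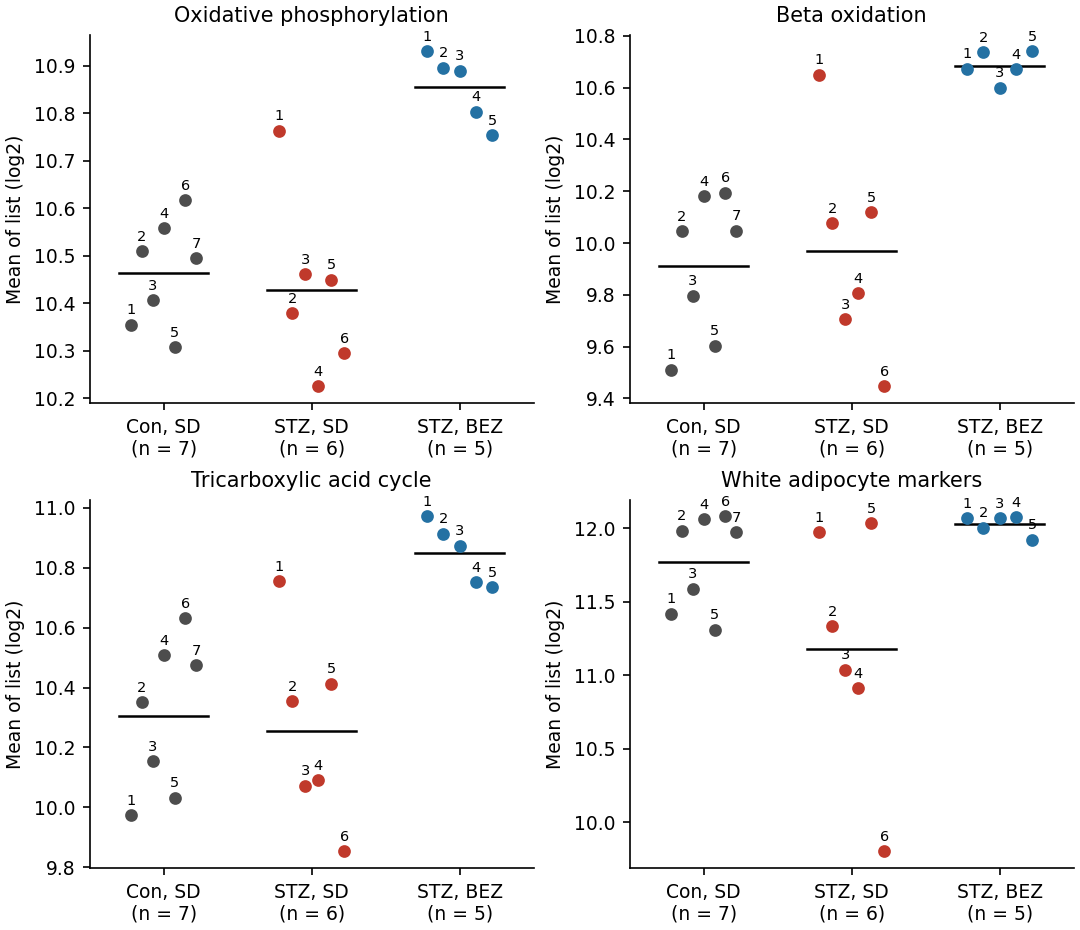
Mean log2 signal of the genes of oxidative phosphorylation, beta oxidation, the tricarboxylic acid cycle and white adipocytes on each array, labelled by replicate, with lines at group means. Beta oxidation averaged 9.97 in STZ, SD and 10.68 in STZ, BEZ.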

Furthermore, BEZ increased the levels of lysoPCs in plasma, liver and skeletal muscle, as well as decreased the hepatic level of fumarate, probably via reduced transcription of genes encoding urea cycle enzymes. Higher levels of lysoPCs and a lower level of fumarate are possibly involved in the beneficial effects of BEZ in ameliorating glucotoxicity and reducing insulin resistance (Figure 7).

## 4. Discussion

We have previously found that BEZ, a pan-PPAR activator, remarkably reduced high blood glucose levels and improved plasma lipid profiles and insulin sensitivity in type 1 and type 2 diabetic mouse models [1,31]. In the current study, we performed a systematic analysis of gene expression and metabolite levels in various organs using insulin-deficient diabetic STZ mice in order to investigate the underlying molecular pathways, which are possibly responsible for the beneficial effects of BEZ in glucose metabolism. 

In summary, our current study revealed that in the diabetic STZ, SD mice the upstream regulators of inflammatory genes were activated and BEZ attenuated the changes in gene expression of these inflammatory regulators in STZ, BEZ animals. The upstream regulators of insulin signaling and lipid metabolism genes were inhibited in STZ, SD mice and BEZ activated these regulators in STZ, BEZ animals. Among the studied metabolites, the level of lysoPC was significantly decreased in STZ, SD mice and BEZ normalized the levels of these lipid species. In the liver, the diabetic state was characterized by increased glucose and fumarate levels, both of which were reverted after BEZ treatment. The activity of hepatic fumarase, which metabolizes fumarate, was elevated in STZ, SD animals and BEZ reverted fumarase activity. The expression of urea cycle enzymes was increased in the diabetic state, which was normalized in the BEZ-treated animals. 

Although the STZ injection has been used to model insulin-deficient type 1 diabetes since the sixties, it does not completely mirror the human type 1 diabetic situation [32]. The inflammatory components of type 1 diabetic patients, such as insulitis, are not necessarily triggered in the rodent STZ model used in our study. Although our approach, the multiple low dose STZ injection, was suggested to induce insulitis in rodents [4], we did not confirm the inflammatory components in the pancreatic beta cells. Therefore, the STZ model used in the C57BL/6 background rather resembles an insulin-deficient diabetic state, which may not represent the human type 1 diabetic situation with insulitis. Nevertheless, our previous study demonstrated a significantly lower beta-cell number in the STZ mice compared to control animals, suggesting that these mice well resemble human type 1 diabetes in terms of abolished beta-cell characteristics [1].

### 4.1. The BEZ-Modified Transcriptional Profile

The reduced regulators of inflammatory genes observed in the tissues of BEZ-treated animals are in line with previous findings, which showed that BEZ attenuates inflammatory processes [33,34]. FGF21 and adiponectin are described as insulin sensitizers, and a high leptin level is associated with insulin resistance [35]. BEZ activated FGF21 and adiponectin upstream regulators, as well as inhibited leptin. These results are consistent with previous studies, which reported elevated circulating FGF21 and adiponectin as well as reduced leptin levels in BEZ-treated subjects and animals [36,37,38]. The expression pattern of FGF21, adiponectin and leptin in the BEZ-treated mice indicates an improved hepatic insulin sensitivity [35]. Lipid metabolism is regulated tightly at the transcriptional level. PPARs are major activators of fatty acid/lipid oxidation, and SREBPF is a key regulator of lipid synthesis [39,40]. Since in the BEZ-treated animals the PPARs and SREBFs upstream regulators were higher, these data suggest that BEZ enhanced both lipid oxidation (via PPARs) and lipid synthesis (via SREBFs), therefore the presence of futile lipid cycling and thus energy wasting is conceivable (Figure 2). The increased activation of SREBFs could be an indirect effect of BEZ and might be a consequence of improved insulin sensitivity [41]. The microarray data also showed that in addition to the liver, WAT and skeletal muscle are also important BEZ target tissues. In summary, these results indicate that BEZ attenuated inflammatory pathways, enhanced insulin signaling, as well as induced lipid oxidation but also synthesis in the liver, WAT and skeletal muscle (Figure 2 and Figure 7).

### 4.2. The BEZ-Modified Lipid Profile

In the diabetic STZ mice, BEZ decreased plasma VLDL + LDL lipids and increased HDL-lipids, as expected from previous studies [33,42]. Since BEZ was already described to alter these lipids, in this study, we focused on a less well-characterized lipid class. The lysoPCs are major plasma lipids, which are important cell-signaling molecules in immune, hepatic, adipose, muscle and pancreatic beta cells [43]. In diabetic STZ mice, we observed a significant reduction in many lysoPC species in plasma, skeletal muscle and liver—consistent with recent studies—which detected low circulating lysoPC levels in samples of type 1 diabetic progressor subjects compared with non-progressors [44], but also in pre-type 1 diabetic mice [45]. BEZ increased again the level of many lysoPCs in all investigated samples, in line with a previous report, which found elevated levels of lysoPC16:0 in plasma, skeletal muscle and liver of BEZ-treated mice [46]. 

The functions of lysoPCs have not been completely understood, and they depend on the target cell types and the molecular composition of lysoPC [47]. This could partly explain why lysoPCs are implicated in pro- as well as in anti-inflammatory processes [47]. It was demonstrated that in human skeletal muscle cells, lysoPCs reduced inflammation and ER stress [48]. This result suggests that the higher skeletal muscle lysoPC levels in the BEZ-treated animals could be involved in the attenuated inflammatory pathways (Figure 7). Furthermore, special lysoPCs could directly impact glucose metabolism, since the application of lysoPC16:0 activated adipocyte glucose uptake as well as lowered the blood glucose levels in murine models of diabetes [30,46]. Therefore, it is conceivable that the BEZ-induced elevation of tissue lysoPCs contributed to the increased plasma levels, which in turn improved glucose uptake (Figure 7) and reduced whole-body insulin resistance (Table 1 and [1]). 

### 4.3. The BEZ-Modified Metabolite Profile

In the liver of STZ mice, BEZ decreased the high hepatic glucose level. In the long term, increased intracellular glucose levels trigger chronic glucotoxicity/hyperglycemic stress, which alters intracellular glucose and lipid pathways and promotes cellular dysfunction and eventually death [49,50]. Hyperglycemic stress is associated with many harmful metabolic changes, including enhanced reductive stress, protein kinase C activation, polyol and hexosamine synthesis, enediol formation and advanced glycation end products pathways, which are all involved in the development of diabetic complications [51,52]. The glyceraldehyde-3-phosphate dehydrogenase (GAPDH) is a pivotal regulator of glycolysis, and upon inactivation of this enzyme, the level of glycolytic intermediates could accumulate, which in turn leads to enhanced polyols, advanced glycation end products, hexosamine and the protein kinase C pathways [17]. In diabetic rats, a decreased activity of GAPDH was found, and elevated fumarate levels and enhanced succination were identified as underlying mechanisms for the inactivation of GAPDH [17,53]. In the diabetic STZ mice, we observed a high hepatic fumarate level, which was reverted in the BEZ-treated animals. However, in the liver of STZ, SD mice, the activity of fumarase, which is responsible for the metabolization of fumarate, was increased, in accordance with our previous study [25].

We found that BEZ reduced hepatic fumarase activity. Moreover, the expression of genes encoding enzymes involved in the urea cycle, which is known to produce fumarate in the liver, was high in diabetic STZ mice and was normalized in BEZ-treated animals. These data indicate that BEZ reduces urea cycle enzyme activities, and thus decreases hepatic fumarate levels, which ameliorates glucotoxicity and in turn reduces whole-body insulin resistance (Table 1 and Figure 7). 

Elevated fumarate levels have already been associated with the progression of diabetes. In a rodent study, short-term STZ treatment resulted in an increased hepatic fumarate level, however, this was not evident after longer STZ applications [54]. Indeed, fumarase deletion in mouse pancreatic beta cells led to elevated fumarate levels and enhanced protein succination, which were associated with decreased insulin secretion and the development of diabetes [55]. In a diabetic mouse model, a high fumarate level was implicated in ER stress and glomerular dysfunction of the kidney, and intervention with an NADPH oxidase isoform 1/4 inhibitor decreased fumarate and improved kidney function in the treated animals [56,57]. 

Many of the BEZ-triggered molecular changes are probably regulated via PPARα, and indeed PPARα alters gene expression of urea cycle enzymes and thus modifies fumarate levels. PPARα knock-out mice were characterized by an enhanced gene expression of urea cycle enzymes [58] and increased hepatic fumarate content [59]. Furthermore, transactivation of PPARα resulted in a metabolic shift that favored lipid catabolism over proteins, and thus suppressed urea cycle gene expression [60]. 

## 5. Conclusions

Altogether, our data indicate that the BEZ-induced tissue-specific gene expression, lipid and metabolite profiles contributed to the ameliorated glucotoxicity, which possibly reduced insulin resistance in BEZ-treated diabetic mice (Figure 7).

## 6. Future Prospects

Since the applied STZ model does not completely resemble human type 1 diabetes, the beneficial effects of BEZ could be further verified in other rodent models like in non-obese diabetic (NOD) mice, which better mirrors the pancreatic inflammatory components of type 1 diabetes. 

## Figures and Tables

**Figure 2:**
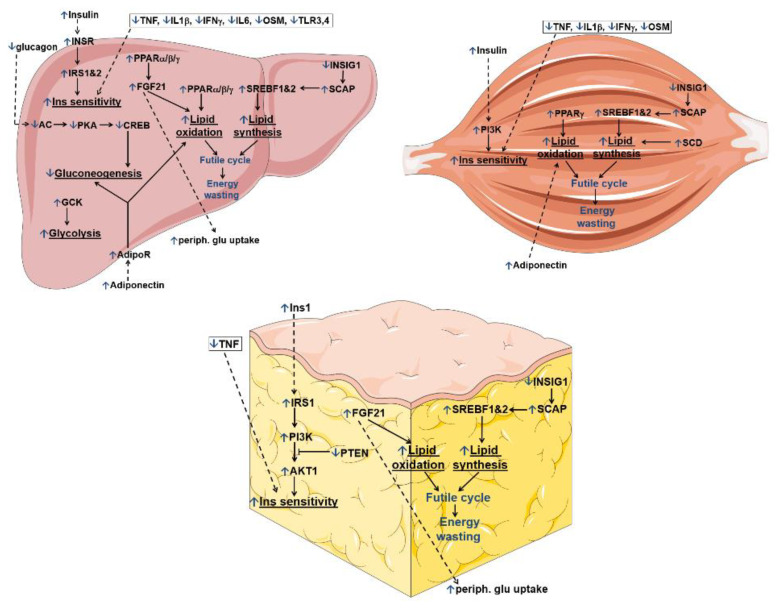
Theoretical order of the IPA transcriptional upstream regulator pathways, which are altered upon BEZ treatment. All IPA upstream regulator pathways of the liver, WAT and skeletal muscle tissues are shown in Figure 1. This figure summarizes those pathways, which are possibly involved in insulin (Ins) sensitivity, glucose as well as lipid metabolism. Blue “↑” or “↓” arrows show BEZ-activated or BEZ-inhibited pathways. Black arrows represent direct, whereas dashed arrows denote indirect regulations.

**Figure 3:**
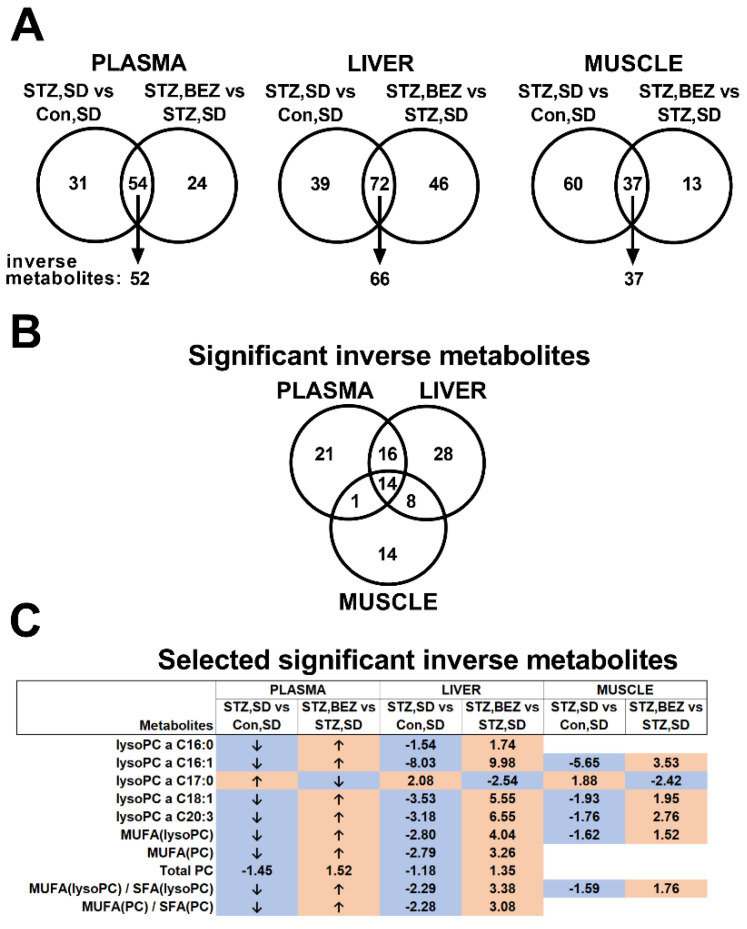
Targeted metabolomics analysis in plasma, liver and skeletal muscle samples of BEZ-treated STZ mice. (**A**) Schematic representation of targeted metabolomics results. Significantly altered common metabolites and metabolite ratios comparing STZ, SD vs. Con, SD and STZ, BEZ vs. STZ, SD, respectively, were identified in plasma, liver and skeletal muscle samples. Wilcoxon–Mann–Whitney test with FDR of 10% was applied, *n* = 5–7. Those metabolites and metabolite ratios, which showed inverse regulation, were further analyzed. (**B**) The number of significant inversely regulated metabolites in plasma, liver and skeletal muscle tissues, which are common in the analyzed tissues. (**C**) Fold changes of selected significantly inversely regulated metabolites are shown, which are common in the analyzed tissues. Fold changes were calculated by dividing the appropriate mean of groups. “↑” or “↓” arrows show increased or decreased metabolites already described in [1] and the publisher granted permission to reuse the data. Orange or blue colors indicate increased or decreased metabolites, respectively. Abbreviations: PC: phosphatidylcholine, lysoPC: lysophosphatidylcholine, SFA: saturated fatty acid, MUFA: monounsaturated fatty acid, a: acyl.

**Figure 4:**
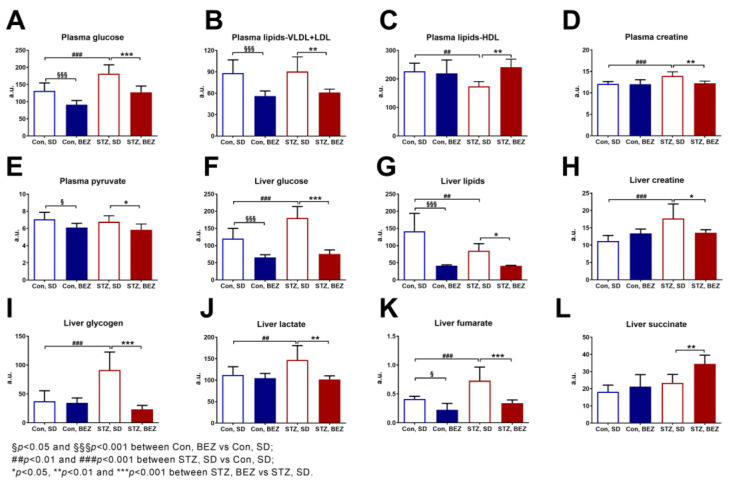
NMR-based metabolomics analyses in plasma and liver samples of BEZ-treated STZ mice. Metabolites measured in (**A**–**E**) plasma and (**F**–**L**) liver samples. Columns represent averages ± standard deviation; *n* = 6–8. ANOVA with post hoc Holm–Sidák multiple comparison test was applied. Abbreviations: VLDL: very-low-density lipoprotein, LDL: low-density lipoprotein, HDL: high-density lipoprotein, a.u.: arbitrary unit.

**Figure 5:**
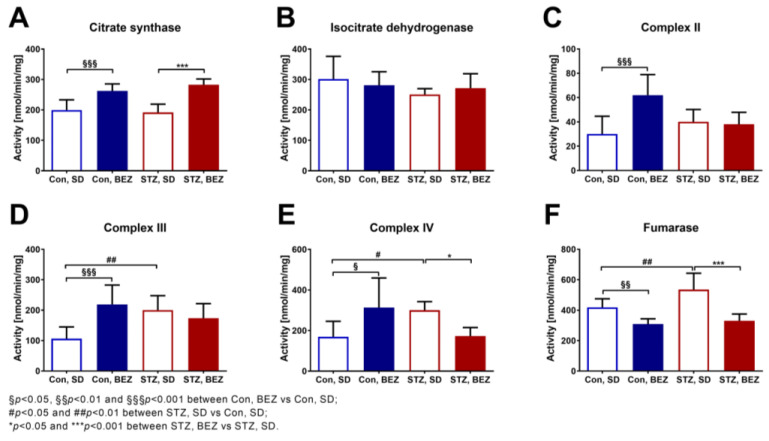
Mitochondrial enzyme activities were measured in liver samples of BEZ-treated STZ mice (**A**–**F**). Columns represent averages ± standard deviation; *n* = 6–8. ANOVA with post hoc Holm–Sidák multiple comparison test was applied.

**Figure 6:**
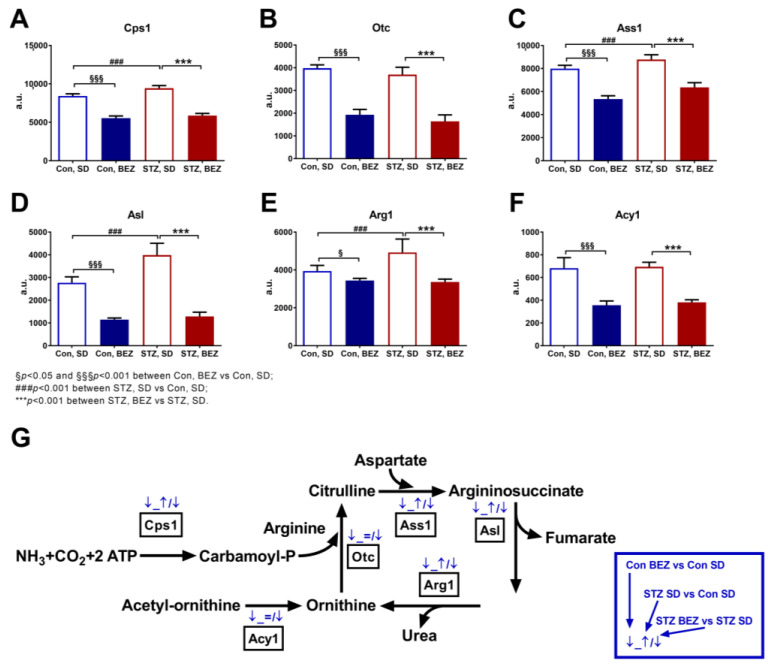
Transcript levels of urea cycle enzymes in liver samples of BEZ-treated STZ mice. (**A**–**F**) Columns represent averages ± standard deviation; *n* = 5–7. ANOVA with post hoc Holm–Sidák multiple comparison test was applied. (**G**) This figure summarizes the hepatic urea cycle genes, which were significantly differentially expressed upon BEZ treatment. The first blue arrow shows the comparison of Con, BEZ vs. Con, SD; the second blue arrow shows the comparison of STZ, SD vs. Con, SD; and the third blue arrow shows the comparison of STZ, BEZ vs. STZ, SD groups (for details see the blue rectangle on the right side). Blue “↑” or “↓” arrows show BEZ-activated or BEZ-inhibited genes. Abbreviations: Cps1: carbamoyl-phosphate synthase 1, Otc: ornithine transcarbamylase, Ass1: argininosuccinate synthase 1, Asl: argininosuccinate lyase, Arg1: arginase 1, Acy1: aminoacylase 1, a.u.: arbitrary unit.

**Figure 7:**
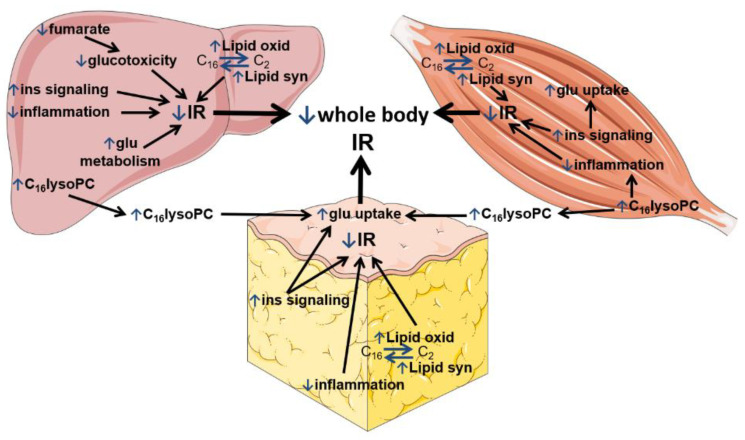
BEZ-modified metabolic pathways, which reduce whole-body insulin resistance (IR). The figure summarizes the beneficial effects of BEZ in the liver (left side), skeletal muscle (right side) and white adipose tissue (in the middle), which are possibly involved in insulin sensitivity, glucose and lipid metabolism reducing whole-body insulin resistance (IR). Blue “↑” or “↓” arrows show BEZ-activated or BEZ-inhibited pathways. Abbreviations: lipid oxid: lipid oxidation, lipid syn: lipid synthesis, ins: insulin, glu: glucose, lysoPC: lysophosphatidylcholine, IR: insulin resistance.

**Table 1:** Metabolic parameters of BEZ-treated STZ mice.

Parameters	Con, SD	Con, BEZ	STZ, SD	STZ, BEZ
**Body weight [g]**	35.36 ± 3.15	29.23 ± 1.11 ^§§^	22.27 ± 3.38 ^###^	25.16 ± 3.25
**Blood glucose [mg/dL]**	141.71 ± 11.10	127.86 ± 13.78	534.67 ± 58.02 ^###^	320.40 ± 78.83 ***
**Plasma insulin [µg/L]**	2.556 ± 0.944	0.563 ± 0.393 ^§§§^	0.264 ± 0.157 ^###^	0.261 ± 0.161
**QUICKI**	0.256 ± 0.010	0.275 ± 0.011 ^§§^	0.233 ± 0.011 ^##^	0.259 ± 0.014 ***
**GTT AUC [a.u.]**	22,501 ± 4667	14,638 ± 1334 ^§^	54,253 ± 8191 ^###^	38,429 ± 8543 ***
**ITT AUC [a.u.]**	4823 ± 674	2875 ± 434 ^§§§^	4748 ± 389	3078 ± 302 ***
**Plasma triglyceride [mg/dL]**	112.17 ± 38.63	40.11 ± 7.09 ^§^	149.08 ± 79.29	34.18 ± 3.84 ***
**Plasma NEFA [mmol/L]**	0.409 ± 0.087	0.427 ± 0.128	0.630 ± 0.226 ^#^	0.416 ± 0.035 *

Con: control mice, STZ: streptozotocin-injected insulin-deficient mice, SD: standard diet, BEZ: bezafibrate diet, QUICKI: quantitative insulin sensitivity check index, GTT: glucose tolerance test, ITT: insulin tolerance test, AUC: area under the curve, NEFA: nonesterified fatty acids. Numbers represent averages ± standard deviation; *n* = 5–8. ANOVA with post hoc Holm–Sidák multiple comparison test was used to calculate statistical significance, which was assumed as *p* < 0.05. ^§^ *p* < 0.05, ^§§^ *p* < 0.01 and ^§§§^ *p* < 0.001 between Con, BEZ vs. Con, SD; ^#^ *p* < 0.05, ^##^ *p* < 0.01 and ^###^ *p* < 0.001 between STZ, SD vs. Con, SD; * *p* < 0.05 and *** *p* < 0.001 between STZ, BEZ vs. STZ, SD. Data have been published in [1] and the publisher granted permission to reuse the data.

## Data Availability

Array data were submitted to the National Center for Biotechnology Information GEO (Gene Expression Omnibus) database (GSE39752, GSE79008, GSE179719).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biomedicines10030616/s1, Table S1: Targeted metabolomics data of liver samples; Table S2: Targeted metabolomics data of skeletal muscle samples; Table S3: Targeted metabolomics data of white adipose tissue samples.

How the deposited data were processed for this re-analysis (not part of the article)

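The series holds visceral fat (WAT) of 18 mice on Affymetrix Mouse Gene 1.0 ST arrays, 1 array per mouse: 7 Con, SD, 6 STZ, SD and 5 STZ, BEZ. The authors summarised the arrays by robust multi-array averaging in Expression Console 1.2, and the deposited values are log2 signals. The table has 35556 probe sets and 18 columns of values, of which 0 were left out. Array medians were similar in all groups, and the signals are those of one array for each mouse, without technical repeats. The highest correlation between any pair of arrays was 0.992, and at most 96 probe sets had identical values in any pair, so no array was a copy of another. The first 3 principal components held 38.2%, 18.5% and 11.2% of the variance. No genome sequence was used. Liver and skeletal muscle arrays, metabolite measurements and enzyme activities were not analysed here.

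Of the 35556 probe sets, 23410 are in the table of names: 21789 have a single gene symbol, 1621 have several and 12146 have no name here. For each gene the probe set with the highest mean over all arrays was kept, which gave 19938 genes. The Entrez IDs of 19856 of these are in the RefSeq table, and 82 carry the symbol of the platform. No filter on low values was used, since no background level is given with the deposited signals. Precision is therefore given as the standard error of each difference, from 15 residual and 2.44 prior degrees of freedom.

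Groups were compared with limma 3.58.1 in R 4.3.3 in a single fit over all arrays, with STZ, SD vs Con, SD and STZ, BEZ vs STZ, SD as comparisons and STZ, BEZ vs Con, SD as a further one. The p-values were adjusted by the Benjamini-Hochberg method over all genes, and a gene was taken as changed at an adjusted p under 0.10, the false discovery rate of 10% that the paper used with SAM. A fold change is a difference of group means on the log2 scale, given with its standard error, and group values are means with the SD. Genes changed in opposite directions were counted among genes called in both comparisons. That count was set beside the number that independent lists would share, beside 100 simulated data sets without change in which the STZ, SD arrays are shared, and beside the 20 ordered splits of the 6 STZ, SD arrays into 3 and 3.

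Gene lists, 41 in number with 864 members of which 788 were measured, were written from general knowledge of the genes. They were tested with camera at a preset correlation of 0.01, adjusted over the 41 lists within a comparison, and called at an adjusted p under 0.05. Counts of members called are given from the fit over all genes and from an adjustment over the list alone. The lists cover fatty acid and sterol synthesis, the SREBF machinery, PPAR targets, beta oxidation, peroxisomes, oxidative phosphorylation, the tricarboxylic acid cycle, mitochondrial biogenesis, thermogenic and white adipocytes, lipolysis and storage, adipokines, insulin signalling, FOXO targets, glycolysis, breakdown of branched-chain amino acids, the urea cycle, TNF and interferon targets, stress responses, the matrix, cell types and other organs. Single list means were compared by exact permutation of the group labels. A set of 51 small nucleolar RNAs was added after their values were seen.

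The genes that the text names were taken by a rule: genes behind a regulator of Figure 1B or named in the paper's account of the arrays; the 10 largest rises and the 10 largest falls of each comparison among changed genes, without predicted genes; the 10 genes per direction with the largest smaller change among those changed in opposite directions; and of each list up to 4 called members by p-value, or 2 where none was called. Lin7c and the other genes lowered by BEZ fall under this rule. A few genes under the rule are not reported here, and the search for arrays far from their group leaves them out.

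Alternatives were: an adjusted p under 0.05; a fold minimum of 1.5; SAM with 100 permutations on the genes and on all probe sets; limma on all probe sets; the mean of the probe sets of a gene; a filter on dim genes; quantile normalization and array medians set to 0; a variance trend with robust fitting; array weights; fits on the arrays of only 2 groups; blocks by replicate number; camera with an estimated correlation and fry for the lists; other probe sets of the named genes; and each array left out in turn. A fit with 3 measures of tissue make-up as covariates and a fit without the 3 arrays of lowest mean correlation were added after the values were seen. For each count, 100 splits of the arrays into groups of the same sizes were drawn. Random draws used seed 1.

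The comparison was tested on simulated data with 200 changed genes of 19938 and the group sizes of the series. At a log2 change of 1 and 2, limma recovered 94% and 96% in STZ, SD vs Con, SD and 92% and 95% in STZ, BEZ vs STZ, SD, with 21 false calls of 211 and 20 of 207. SAM recovered 95% and 98%, and 92% and 97%, with 20 false calls of 213 and 25 of 214. These rates describe the simulated data, and whether they hold for the real arrays was not tested. In the real arrays the estimated correlation within a list reached 0.965 (pancreas). Other splits of STZ, SD and Con, SD arrays called up to 2875 genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.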

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

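The tests of explanations below were all chosen after the values were seen, whereas the search for arrays far from their group was planned. Of 447 groups of 5 to 7 arrays (gene values or list means within a condition), 38 (8.50%) had an array far from the others by Dixon's criterion, 24 for genes and 14 for lists. Chance marks about 1 in 20 groups, and the genes of a list are not independent. STZ, SD replicate 6 held 10 of the 38.

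In STZ, SD replicate 6, the pancreas list was at 13.05 (median of the other arrays of the group 5.70), Cpb1 at 13.16 (5.29), Ctrb1 at 13.84 (6.25) and Gcg, the glucagon gene, at 10.35 (5.31). Markers of B cells were at 8.81 (6.51), those of T and NK cells at 7.55 (6.27) and those of intestine at 6.91 (5.72). Fgf21 was at 7.21 (5.84), while Adipoq was at 11.03 (12.63) and the glycolysis list at 8.75 (9.71). In STZ, BEZ replicate 5, the liver list was at 9.77 (6.78), Alb at 12.75 (10.30), Cps1 at 9.28 (6.38) and Otc at 5.89 (4.40). The same array had Ctrb1 at 6.59 (11.90), the intestine list at 6.42 (5.78) and the PPAR target list at 10.11 (9.39).

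In STZ, SD replicate 3, Scap was at 9.61 (8.98), Srebf2 at 9.53 (8.86), Asl at 9.21 (8.10), Fdps at 10.26 (9.00) and the TNF target list at 7.22 (7.57). In STZ, SD replicate 1, Acaa1b was at 7.85 (7.16) and Hadha at 11.08 (10.53), and in replicate 5 Eny2 was at 9.30 (9.56) and Retnla at 12.01 (10.07). In STZ, BEZ, Rnase2a was at 6.40 (5.26), Snord104 at 10.82 (11.57), the macrophage list at 9.58 (9.04) and the smooth muscle list at 8.83 (9.17) in replicate 3. Denn2b was at 8.01 (8.31), the B cell list at 7.31 (6.40) and the nerve list at 6.72 (6.64) in replicate 4, and Cyc1 was at 11.01 (10.84) in replicate 1. In Con, SD, Insr was at 9.64 (9.94) and the B cell list at 6.12 (6.57) in replicate 5, Srebf1 at 10.38 (9.84) in replicate 6 and Cidea at 7.57 (6.02) in replicate 2.

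Lists of other organs and cells, which the paper does not discuss for WAT, lay above the highest Con, SD array by more than 1 (log2) in some mice. For the pancreas list the excess was 7.05 in STZ, SD replicate 6 and 5.04, 3.22, 2.89 and 2.31 in STZ, BEZ replicates 1 to 4. For the liver list it was 1.29 in STZ, BEZ replicate 5, and in STZ, SD replicate 6 it was 2.13 for B cells and 1.00 for T and NK cells.

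The pancreas pattern may come from RNA of pancreas in these samples: in the array where it was lowest of the 5, 89.5% of the list's genes lay above every Con, SD array. The islet gene Gcg was high on STZ, SD replicate 6 (10.35) but at 5.28 to 5.65 on STZ, BEZ replicates 1 to 4, within Con, SD (5.30 to 5.70) or below. Whether islet RNA was absent from those 4 arrays or too scarce to show in this single gene was not tested. STZ, SD replicate 6, at 13.05 (highest Con, SD 6.00), came from a mouse without BEZ. It therefore cannot test an induction of these genes in fat by BEZ. For STZ, BEZ replicates 1 to 4 such an induction stays open: the list mean differed from STZ, SD with an exact permutation p = 0.275, and the single STZ, BEZ array at 5.78, within Con, SD, decides nothing. That p includes STZ, SD replicate 6. Without STZ, SD replicates 3 and 6 the list had a median of 3.28 with BEZ (camera adjusted p = 2.73e-26 at the preset correlation), which does not tell induction from RNA of pancreas. The Con, SD arrays show that WAT of this depot has almost no such signal, and the list shares no gene with another list. How the RNA came into the samples was not tested.

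For the genes of epididymis and testis, a lowering by diabetes stays open: the list mean differed by -1.21 in STZ, SD (exact permutation p = 0.276), with 5 of 6 arrays below the mean of Con, SD and 1 at 10.97. The spread of 4.62 within Con, SD alone is not due to diabetes. An origin in tissue taken along with the fat was not tested and stays open.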

How the results depend on the processing

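The alternatives were set before the data were examined, except for a fit with the pancreas, epididymis and liver lists as covariates and a fit without Con, SD replicate 5 and STZ, SD replicates 3 and 6, both chosen after the values were seen. No background measure comes with the signals, so dim genes such as Fgf21 are limited by an unknown floor, and a filter on dim genes had to take its limit from the values. Where a value moved, the cause was not tested. Counts are given for STZ, SD vs Con, SD (2063), STZ, BEZ vs STZ, SD (141), STZ, BEZ vs Con, SD (1187) and genes changed in opposite directions (29), in this order.

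An adjusted p under 0.05 gave 1089, 17, 602 and 2, and a fold of at least 1.5 gave 622, 89, 474 and 16. SAM gave 2455, 461, 5011 and 115 on the genes and 4845, 250, 7508 and 41 on all probe sets. Limma on all probe sets, which are more in number, gave 4264, 126, 1908 and 26. The filter on dim genes gave 248 for STZ, BEZ vs STZ, SD and 78 in opposite directions, and array medians set to 0 gave 76 and 12. Array weights gave 3374, 378, 3804 and 111, and fits on only the arrays compared gave 1022, 14, 2820 and 3. With the make-up lists as covariates the counts were 3843, 3781, 4290 and 1330, and without the 3 arrays they were 3788, 15, 2411 and 6. The mean of the probe sets, repeated quantile normalization and a trend with robust fitting left all 4 within 1.5 times (2060, 139, 1179 and 28; 2172, 148, 1114 and 37; 1993, 124, 1075 and 24). The share of changed genes that were higher in STZ, SD was 56.3%, but 39.9% at a fold of at least 1.5, 49.8% with array medians set to 0, 48.8% after quantile normalization or with the make-up lists as covariates, and 47.6% without STZ, SD replicate 1. It was 79.5% with SAM and 66.3% with limma on all probe sets, 65.7% without STZ, SD replicate 6, 65.3% with replicate block and 63.6% without the 3 arrays.

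With replicate block, taking equal replicate numbers as paired, the counts were 680, 2, 599 and 0 (29 without the block), the correlation of both comparisons was 2.19e-04 instead of -0.186, and the interferon list was lower with BEZ (adjusted p = 0.0390). The numbers do not pair the mice: deviations of 16 same-number pairs correlated at -0.357 to 0.700 (mean 9.61e-04), and 2 of the 16 were over 0.1, compared with 33 of 91 other pairs.

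With an estimated correlation, no list kept its call: adjusted p was 0.827 for fatty acid synthesis, sterol synthesis and interferon in STZ, SD vs Con, SD, and 0.162 for fatty acid synthesis, 0.590 for sterols, 0.105 for PPAR targets and for beta oxidation, 0.0561 for oxidative phosphorylation and 0.427 for insulin signalling with BEZ. With fry, none of the 16 lists called in STZ, SD vs Con, SD kept its call (lowest 0.0505; 0.185 for fatty acid synthesis, 0.0505 for sterols, 0.281 for interferon). With BEZ, 8 of 24 kept theirs, PPAR targets, beta oxidation, oxidative phosphorylation and fatty acid synthesis among them, and 16 did not (lowest 0.0746), sterols (0.308), insulin signalling (0.129) and white adipocyte markers (0.0787) included. With array weights the interferon list was lower with BEZ (4.89e-04). Without the 3 arrays, beta oxidation was higher in STZ, SD (0.0299), interferon was lower with BEZ (6.55e-06) and insulin signalling with BEZ ended (0.139). The same fit turned the sign of T and NK cells (0.834) and pancreas (0.751) in STZ, SD vs Con, SD, and of stress of the endoplasmic reticulum (0.313), extracellular matrix (0.892), T and NK cells (0.666), B cells (0.0432) and endothelium (0.270) with BEZ.

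Without each array in turn, the counts ranged from 1128 (without STZ, SD replicate 2) to 2897 (without STZ, SD replicate 6), from 11 (without STZ, BEZ replicate 2) to 705 (without STZ, SD replicate 1), from 418 to 2096 and from 2 to 207, and the correlation from -0.322 to -0.0811. Only 7 of the 18 arrays could be left out without moving 141 by over 1.5 times, and 3 without moving 29. STZ, BEZ vs Con, SD became 756, 2096, 774, 418, 655 and 430 without Con, SD replicate 5, STZ, SD replicate 6 and STZ, BEZ replicates 1, 2, 4 and 5. Adjusted p of the lists in STZ, SD vs Con, SD ranged from 5.88e-08 to 0.00707 for fatty acid synthesis, 7.78e-09 to 3.20e-05 for sterols, 0.411 to 0.998 for PPAR targets, 0.0685 to 0.858 for beta oxidation, 0.00959 to 0.999 for oxidative phosphorylation, 0.321 to 0.971 for insulin signalling, 0.173 to 0.997 for TNF targets and 1.69e-05 to 0.00495 for interferon. With BEZ they ranged from 1.93e-18 to 2.94e-12 for fatty acid synthesis, 1.45e-05 to 0.0887 for sterols, 1.48e-15 to 2.37e-10 for PPAR targets, 2.03e-26 to 2.65e-18 for beta oxidation, 1.25e-52 to 9.97e-38 for oxidative phosphorylation, 3.95e-05 to 0.0227 for insulin signalling, 0.0561 to 0.898 for TNF targets and 0.00294 to 0.708 for interferon. Without STZ, SD replicate 6, the sign turned for T and NK cells (0.819; lowest 0.00241, without STZ, SD replicate 4) and pancreas (0.690; lowest 0.00154, without STZ, SD replicate 4) in STZ, SD vs Con, SD. The sign also turned with BEZ for T and NK cells (0.308; lowest 0.00225, without STZ, SD replicate 4) and B cells (0.0158; 0.00161 to 0.195, without STZ, BEZ replicates 4 and 5). Without that array, extracellular matrix (0.0852), macrophages (0.0513), stress of the endoplasmic reticulum (0.416) and endothelium (0.169) were no longer called with BEZ. The epididymis list lost its call in STZ, SD vs Con, SD without Con, SD replicate 3 or 5 (0.0743 and 0.214) or STZ, SD replicate 1, 2 or 6 (0.0631, 0.0648 and 0.0847), and with BEZ without STZ, SD replicate 3 (0.287).

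Of the 101 genes named, 52 were called in STZ, SD vs Con, SD and 33 with BEZ, and none changed direction where it was called. Apart from the fold minimum, 39 of the 52 and 1 of the 33 kept their call under every alternative counted for single genes. Without each array in turn 46 and 5 did. The fold minimum of 1.5 (log2 0.58) was not part of that count. Eny2, Nrf1, Rictor and Tap1 are among the 39, but their differences in STZ, SD (0.31, 0.38, 0.48 and 0.56) lie below it.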

Differences from the paper's values

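The paper states 3448 changed genes in WAT between STZ, SD and Con, SD, by SAM at a false discovery rate of 10%, and the value here is 2063, by limma at an adjusted p under 0.10. Of the alternatives set before the data were examined, SAM on the genes (2455), SAM on all probe sets (4845), limma on all probe sets (4264), array weights (3374) and the fits without STZ, SD replicate 3 (2709) or 6 (2897) lie within 1.5 times of the paper's count. The others do not: an adjusted p under 0.05, a fold minimum, the mean of the probe sets, the filter on dim genes, array medians set to 0, quantile normalization, trend with robust fitting, only the groups compared, the replicate block and the other 16 fits without an array. The fit with make-up lists as covariates (3843) and the fit without 3 arrays (3788) also come within it, and both were chosen after seeing the values; the paper names no genes of its count, so how many of them these fits drop was not counted.

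The paper states 476 changed genes between STZ, BEZ and STZ, SD, and the value here is 141. SAM on the genes (461), array weights (378) and the fits without STZ, SD replicate 1 (705) or 5 (383) lie within 1.5 times, and the other alternatives set before the data were examined do not, SAM on all probe sets (250) and the filter on dim genes (248) included. The added fits gave 3781 and 15.

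Figure 1B infers the activity of regulators from their targets, and the values here are transcript levels of the regulators and of lists written without knowledge of the targets the authors used. For WAT, the figure shows TNF as activated in diabetes and inhibited with BEZ. The list of TNF targets had a camera adjusted p of 0.873 in STZ, SD and 0.691 with BEZ, and Ccl2 and Ccl7 were lower in STZ, SD (-1.19 and -1.22), whereas Nfkbia was higher (0.86), the direction the figure gives. Interferon targets were higher in STZ, SD by camera at the preset correlation (median 0.20), but not with an estimated one (adjusted p = 0.827), with fry (adjusted p = 0.281) or by exact permutation of the list mean (p = 0.132). Their sign is the direction the text of the paper gives for IFNγ without naming a tissue, and their median with BEZ was -0.06. That list was not called over all arrays, but it was called lower with BEZ, the direction of the paper, with array weights, with the replicate block, without STZ, SD replicate 3, 4 or 6 and without STZ, BEZ replicate 1 (adjusted p = 4.89e-04, 0.0390, 0.00294, 0.0487, 0.0204 and 0.0474), and in the fit without Con, SD replicate 5 and STZ, SD replicates 3 and 6, chosen after the values were seen (6.55e-06).

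For WAT, the figure shows insulin, IRS1, PI3K and AKT1 as inhibited in diabetes and activated with BEZ. Transcripts of insulin signalling went both ways in STZ, SD (median 0.01), with Insr higher (0.59), the inhibitors Phlda3 and Grb14 lower (-1.60 and -1.38) and Irs1 at 0.81, not called by limma over all arrays but called higher by SAM on the genes. With BEZ the list was higher at the preset correlation (median 0.18), but not with an estimated one (adjusted p = 0.427), with fry (0.129) or without Con, SD replicate 5 and STZ, SD replicates 3 and 6 (0.139, a fit chosen after the values were seen). Akt2 rose with BEZ (0.72), but its call ended without 13 of the 18 arrays. The signs of the list median and of Akt2 are the direction the figure gives. Single genes also went against it: the inhibitor Phlda3 differed by 1.04 and Akt1 by -0.13 with BEZ (adjusted p = 0.239 and 0.753). Of the 29 genes, 22 had a positive and 7 a negative difference. The list holds inhibitors too, so a higher median alone does not show activation. Genes that insulin represses through FOXO were higher in STZ, SD at the preset correlation (median 0.24; adjusted p = 0.827 with an estimated one), the direction of less insulin action. With BEZ their median was 0.11 compared with STZ, SD (not called, and -0.04 without STZ, SD replicates 3 and 6), whereas the insulin activation that the figure gives for BEZ would lower them. They lay above Con, SD (median 0.41, camera adjusted p = 2.14e-05, but adjusted p = 0.261 with an estimated correlation), which does not bear on that activation, since the figure compares BEZ with STZ, SD. The FOXO list also shares 3 genes with the PPAR targets and 2 with insulin signalling. Insr is in both of the latter lists, so its rise in STZ, SD is also in the direction of less insulin action.

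For WAT, the figure shows PGC1α and FGF21 as inhibited in diabetes and activated with BEZ. Ppargc1a was higher in STZ, SD (1.27), as was the list of mitochondrial biogenesis at the preset correlation (median 0.17; adjusted p = 0.827 with an estimated one), and Fgf21 differed by 0.13 and was not called. With BEZ, the genes of oxidative phosphorylation, among which PGC1α has its targets, were higher at the preset correlation (median 0.41), but not with an estimated one (adjusted p = 0.0561); the sign is the direction the figure gives.

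The figure shows SCAP, SREBF1 and SREBF2 as inhibited in diabetes and activated with BEZ, and INSIG1 the other way. The lists of fatty acid and sterol synthesis went the same way as the figure in both comparisons (median -0.64 and 0.93, and -0.49 and 0.24) by camera at the preset correlation, and none of these calls held with an estimated one (adjusted p = 0.827 and 0.162, and 0.827 and 0.590). The transcript of Insig1 differed by -0.84 and 0.73, opposite in sign to the activity the figure gives, which a transcript level does not measure. In STZ, SD it was not called by limma over all arrays, but it was called lower by SAM on the genes and by limma with the filter on dim genes, with array weights and without Con, SD replicate 1 or 3 or STZ, BEZ replicate 1; with BEZ neither tool called it.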

Other observations

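The tests of the explanations for mitochondrial genes and small nucleolar RNAs were chosen after the values were seen, whereas the counts of splits were planned.

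Enzymes that break down branched-chain amino acids were higher in diabetic WAT, which the paper does not report: 4 of 21 rose and 1 fell in STZ, SD, or 5 and 1 over the list alone (median 0.25; camera adjusted p = 7.92e-04, but adjusted p = 0.827 with an estimated correlation). Bcat2, which starts the breakdown, rose by 0.92 (log2, SE 0.23, adjusted p = 0.0265), Dbt, a part of the dehydrogenase complex, by 0.75 (adjusted p = 0.0160), and Ppm1k, the phosphatase that activates that complex, by 1.11 (adjusted p = 0.0197), while Oxct1, which uses ketone bodies, fell by 0.88 (adjusted p = 0.0475, or 0.102 without Con, SD replicate 7). With BEZ the list had a median of 0.37 (adjusted p = 3.78e-07, but adjusted p = 0.427 with an estimated correlation), and limma called 0 of 21 (1 by SAM, 10 at an unadjusted p under 0.05, 10 over the list alone). Compared with Con, SD, the STZ, BEZ mice had 10 of 21 higher (median 0.59, adjusted p = 2.60e-13, but adjusted p = 0.187 with an estimated correlation).

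Between STZ, BEZ and Con, SD, 1187 genes differed, 912 higher and 275 lower. Of the respiratory chain 36 of 59 genes were higher (53 over the list alone; median 0.38, adjusted p = 2.18e-31, but adjusted p = 0.155 with an estimated correlation), and of beta oxidation 16 of 21 (20 higher and 1 lower over the list alone; median 0.76, adjusted p = 2.54e-17, but adjusted p = 0.187 with an estimated correlation). Retnla, a secreted product of alternatively activated macrophages, fell by 1.46 in STZ, SD (SE 0.29, adjusted p = 0.0122). Tfam, a factor for the transcription of mitochondrial DNA, differed by 0.17 and 0.19 in both comparisons (adjusted p = 0.392 and 0.616). Of the urea cycle genes that the paper measures in liver, Cps1, Otc and Asl were not called in WAT by limma over all arrays, while Cps1 was called lower in STZ, SD by SAM on the genes and by limma on only the arrays compared (adjusted p = 0.0498). Over all arrays they differed by -0.87, -0.21 and 0.18 in STZ, SD (adjusted p = 0.218, 0.612 and 0.634) and by 0.89, 0.36 and -0.33 with BEZ (adjusted p = 0.492, 0.636 and 0.638). Without STZ, BEZ replicate 5, where liver genes were highest, Cps1 was called lower in STZ, SD (adjusted p = 0.0171). Acy1 differed by -0.21 and -0.15 (adjusted p = 0.373 and 0.767). The urea cycle list of 14 genes had a median of -0.18 and 0.17 (adjusted p = 0.229 and 0.0851).

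The other lists of cells and organs gave the following. Liver genes had a median of -0.92 in STZ, SD, with 2 of 14 lower by limma, 10 by SAM and 5 over the list alone (adjusted p = 2.95e-04, but adjusted p = 0.827 with an estimated correlation), and Alb fell by 2.22 (adjusted p = 0.0170). With BEZ the liver median was 0.92 (adjusted p = 9.57e-06, but adjusted p = 0.478 with an estimated correlation), and limma called 0 of 14 (1 by SAM, 3 at an unadjusted p under 0.05, 1 over the list alone). Much of this came from 1 array: the liver list was at 9.77 in STZ, BEZ replicate 5 and at 6.50 to 6.89 in replicates 1 to 4. In STZ, SD it lay between 5.99 and 6.75. Pancreas and epididymis lists were called in STZ, SD (median 1.15 and -1.27, both adjusted p = 0.00917, and adjusted p = 0.915 and 0.872 with an estimated correlation) and with BEZ (median 1.94 and -1.13, adjusted p = 3.89e-04 and 9.80e-04, and adjusted p = 0.590 with an estimated correlation for both). Of their genes limma and SAM called 0 in either comparison over all arrays, with 0 at an unadjusted p under 0.05 except for 5 pancreas genes with BEZ. Without STZ, SD replicate 6, limma called Cpb1 and Ctrb1 higher with BEZ (adjusted p = 0.0436 and 0.0358). Without STZ, SD replicate 3 it called Adam7 lower in STZ, SD (adjusted p = 0.0826). With BEZ, the medians of extracellular matrix, skeletal muscle and endothelium were 0.26, 0.28 and 0.27 (adjusted p = 9.79e-04, 0.00476 and 0.00801, and adjusted p = 0.590, 0.590 and 0.681 with an estimated correlation), and that of stress of the endoplasmic reticulum was -0.18 (adjusted p = 0.00650, but adjusted p = 0.590 with an estimated correlation). Cell division genes had a median of 0.08 with BEZ (adjusted p = 0.970). B cells, neutrophils and mast cells, smooth muscle, mesothelium, adipose progenitors, intestine, red blood cells, nerve, the circadian clock, immediate early genes and ATF4 targets were called in neither comparison, with a lowest adjusted p of 0.0566 (B cells with BEZ), and endothelium and stress of the endoplasmic reticulum were not called in STZ, SD (adjusted p = 0.983 and 0.433).

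Other groupings of the arrays were counted among 100 splits into groups of the same sizes. For 2063 genes in STZ, SD vs Con, SD, the splits do not decide whether chance can be excluded. As many genes were called in 4 of the 100 splits, the real one included, with 2875 as the highest other. Only 100 of 1716 possible splits were drawn, so this small number is itself imprecise. For 141 genes with BEZ and 1187 in STZ, BEZ vs Con, SD chance can be excluded (1 split each, the real one; highest other 19 and 8). For 29 genes in opposite directions, 1 of 100 relabelled sets gave as many (the real one; highest other 0), so chance can be excluded for the grouping as a whole. That count decides little about the overlap itself, because relabelled arrays gave few called genes that could overlap, and with the STZ, SD arrays split 3 and 3 the median was 1 (0 to 40). For the numbers of lists called, 16, 24 and 20 of 41, chance could not be excluded: 61, 21 and 10 of the 100 splits gave as many, with up to 30, 31 and 25 lists. Splits that call many genes or lists point to a structure of the arrays other than the groups.

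The rise of mitochondrial genes with BEZ has several candidate explanations. RNA of other organs in STZ, SD replicates 3 and 6 is argued against as the whole cause for oxidative phosphorylation and beta oxidation: without both arrays their medians were 0.41 and 0.52, compared with 0.41 and 0.70 with them (exact permutation p = 0.0159 for each list mean over 126 splits, in 4 and 5 mice). These arrays did add to other lists, since without them the medians went from 0.58 to 0.37 for the tricarboxylic acid cycle, from 0.67 to 0.39 for PPAR targets and from 0.79 to 0.33 for white adipocyte markers. RNA of other organs on the STZ, BEZ arrays was not tested and stays open. The pancreas list was at 11.05, 9.22, 8.89, 8.31 and 5.78 on replicates 1 to 5, and the liver list at 9.77 on replicate 5. Oxidative phosphorylation (10.93, 10.90, 10.89, 10.80 and 10.75) and the tricarboxylic acid cycle fell in the order of the pancreas list. Beta oxidation did not (10.67, 10.74, 10.60, 10.67 and 10.74). STZ, SD replicate 6, with the pancreas list at 13.05, had oxidative phosphorylation at 10.29. A lower share of adipocytes in STZ, SD stays open: the respiratory list rose less than the adipocyte markers, by -0.42, and the difference had an exact permutation p = 0.225. Without STZ, SD replicates 3 and 6 the order turned, with medians of 0.41 for the respiratory list and 0.33 for the markers. In STZ, SD compared with Con, SD, their list means differed by -0.04 and -0.59 (exact permutation p = 0.688 and 0.0921). A lower share as the single difference from Con, SD is argued against, since a return of adipocytes would bring STZ, BEZ only to the control level. Compared with the 4 Con, SD arrays whose markers reached the lowest STZ, BEZ array (11.92), every STZ, BEZ array was higher, by means of 0.31 and 0.57 for oxidative phosphorylation and beta oxidation (exact permutation p = 0.00794 for each over 126 splits, the smallest they can give). What stays open is a lower share together with an effect of diabetes on these genes in both STZ groups. Lists of other cells, which more adipocytes would dilute, went both ways with BEZ: macrophages, endothelium and progenitors differed by 0.27, 0.27 and 0.12, and T and NK cells and B cells by -0.17 and -0.19 (exact permutation p = 0.214, 0.433, 0.416, 0.779 and 0.859). Without STZ, SD replicates 3 and 6 the medians of macrophages, endothelium and progenitors were negative (-0.04, -0.07 and -0.09) and those of T and NK cells and B cells positive (0.02 and 0.20), so these lists decide nothing. An action of BEZ on PPAR targets beyond the adipocyte markers stays open too, since PPAR targets outside the adipocyte list differed from the markers by -0.18 (exact permutation p = 0.58). Both cannot be told apart here, because STZ, BEZ differs from Con, SD by diabetes as well as by BEZ, and from STZ, SD by the adipocyte markers as well, which were higher on 5 of 5 arrays than the mean of STZ, SD.

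Small nucleolar RNAs, which guide the modification of ribosomal RNA, were taken as a set after their values were seen, so what follows describes the set and does not test it. In STZ, SD 44 of 51 rose (median 0.73), among them Snord104 by 1.36 (SE 0.22, adjusted p = 0.00521), and their mean was higher by 0.71. With BEZ the median was -0.28, and limma called 0 of 51. Other-organ RNA in STZ, SD replicate 6 is argued against as the cause, since the mean without it was still higher by 0.56, and so is a shift of all probe sets without a name here, whose median was 0.0491 against 0.73. A difference between the groups in RNA handling, or in biology, may remain and was not tested.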
